# Chronic CD27-CD70 costimulation promotes type 1-specific polarization of effector Tregs

**DOI:** 10.3389/fimmu.2023.1023064

**Published:** 2023-03-13

**Authors:** Natalia Bowakim-Anta, Valérie Acolty, Abdulkader Azouz, Hideo Yagita, Oberdan Leo, Stanislas Goriely, Guillaume Oldenhove, Muriel Moser

**Keywords:** CD27 costimulation, regulatory T cells, dendritic cells, eomes, CXCR3

## Abstract

**Introduction:**

Most T lymphocytes, including regulatory T cells, express the CD27 costimulatory receptor in steady state conditions. There is evidence that CD27 engagement on conventional T lymphocytes favors the development of Th1 and cytotoxic responses in mice and humans, but the impact on the regulatory lineage is unknown.

**Methods:**

In this report, we examined the effect of constitutive CD27 engagement on both regulatory and conventional CD4^+^ T cells *in vivo*, in the absence of intentional antigenic stimulation.

**Results:**

Our data show that both T cell subsets polarize into type 1 Tconvs or Tregs, characterized by cell activation, cytokine production, response to IFN-γ and CXCR3-dependent migration to inflammatory sites. Transfer experiments suggest that CD27 engagement triggers Treg activation in a cell autonomous fashion.

**Conclusion:**

We conclude that CD27 may regulate the development of Th1 immunity in peripheral tissues as well as the subsequent switch of the effector response into long-term memory.

## Highlights

- CD70 overexpression by resting dendritic cells activates both Tconvs and Tregs *in vivo*
- CD27-induced Treg activation is cell autonomous
- The transcriptional program induced by CD27 engagement is similar in Tregs and Tconvs
- CD27 engagement favors the differentiation of both subsets into CXCR3^+^ type 1 effectors and the onset of a novel Eomes^+^ subpopulation

## Introduction

The discovery of costimulation in the 1990s has tremendously increased our understanding of immune regulation and opened promising avenues for immune intervention. Several costimulatory molecules from two families have been identified which may display both specific and redundant functions. The immunoglobulin superfamily comprises CD80 and CD86, discovered in 1991, as well as ICOS-L. CD80 and CD86 play a critical role in initial priming and reinforce the TCR-induced signaling pathway, leading to increased activation, IL-2 production and survival. TNF superfamily ligands include CD70, GITRL, 4-1BBL and OX40L. A recent report suggests that TNF-family ligands may be expressed at higher levels on monocyte-derived inflammatory antigen-presenting-cells (APCs), i.e. at a later stage of the response, and may therefore essentially control the post-priming accumulation/function of T lymphocytes (1). However, the intrinsic and extrinsic factors that govern the expression of the various costimulatory pathways and their respective roles in the course of immune responses remain unclear.

Among the costimulatory pathways, CD27/CD70 has gained increasing interest in 2008, when it was shown to act as a switch between immunity and tolerance *in vivo.* CD27 is constitutively expressed in most T cells, including naïve and activated CD4^+^ and CD8^+^ T cells, and provides a second signal for T cell activation (2–4). CD27 signaling is controlled by its unique ligand, CD70, which is transiently expressed upon activation on dendritic cells, B cells and T cells in a tightly regulated fashion (5–8). Keller et al. generated mice that constitutively express CD70 in conventional dendritic cells and showed that the sole expression of CD70 by immature DCs was sufficient to convert CD8^+^ T cell tolerance into immunity (9). The CD27/CD70 interaction seems to induce bidirectional intracellular signaling, with CD27 interacting with members of the TRAF family, leading to activation of NFκB and MAP kinases, and CD70 inducing PI3K and MEK activation (7, 10). There is evidence that CD27 engagement may have different outcomes, depending on the strength, duration and timing of the stimulation. The CD27/CD70 interaction has been shown to provide a potent second signal for differentiation of CD4^+^ T cells into Th1 effectors (11, 12). CD8^+^ cells into cytotoxic T lymphocytes (13–16). By contrast, persistent triggering of CD27 resulted in exhaustion and activation-induced cell death (17).

It is intriguing that regulatory T lymphocytes (Tregs) express higher levels of CD27 at steady state, as compared to conventional CD4 T cells (Tconvs), raising the question of the role of this costimulatory pathway in cell subsets displaying opposite functions. Coquet et al. demonstrated that CD27 signaling enhanced positive selection of Tregs (but not Tconvs) within the thymus, resulting in decreased Treg numbers in CD70 or CD70-deficient mice (18). Of note, Tregs have been shown to express common master transcription factors with the T helper lineage they control (19–22). We hypothesized that the CD27/CD70 pathway may regulate the activation/polarisation of both Tconvs and Tregs and more specifically the plasticity (stability versus conversion) of Tregs. To test the impact of CD27 engagement on either subset *in vivo*, we took advantage of mice that constitutively express (or not) CD70 in conventional DCs and analyzed the functional and molecular features of both populations.

## Results

### CD70 overexpression in resting DCs induces activation of Tregs and Tconvs

To evaluate the outcome of CD27 engagement on Tconvs and Tregs, a model of supra-optimal CD27 engagement *in vivo* was devised, by crossing mice carrying a CD70 transgene under the control of the CD11c promoter (CD11c-*Cd70*tg;CD27^-/-^ mice (9, 23);) with Foxp3^eGFP^ mice (24). The heterozygous CD11c-*Cd70*tg;CD27^+/-^ mice developed a spontaneous pathology starting at about 8-9 wk of age, and died prematurely (from 13 wk of age). A phenotypic analysis of splenic CD4^+^ T lymphocytes *ex vivo* from mice of 8 weeks of age revealed an increased proliferation of both Tconvs and Tregs, with a progressive conversion into activated cells expressing Th1-type markers, i.e. Eomes (Eomesodermin), CXCR3 and TIGIT (for T cell immunoglobulin and ITIM domain) (**Figures 1A, B**). T-bet and RORγt expression was upregulated on a minor population of Tregs, Of note, the proportion of proliferating cells, which increased by 2-fold in all CD4^+^ T cells, was much higher among Tregs, reaching 41.9%, as compared to T convs (13.3%). The proportion of Eomes^+^ cells was increased by 4-fold in both subsets, reaching approximately 15.5%, whereas the expression of T-bet was increased in Tregs only (from 2.6 to 7.9%). CXCR3 was expressed by approximately 20% of lymphocytes in either cell subset in CD27^+/-^ control mice, and by 60.7% and 31.3% of Tregs and Tconvs in CD11c-CD70^tg^;CD27^+/-^ mice, respectively. The expression of ICOS was also strongly increased, reaching about 70% of Tregs. Of note, the proportion of (CD44^+^ CD62L^-^) effector Tregs was increased by 2-fold in CD70Tg mice, within a range between 20 and 35% (not depicted), whereas the proportion of Tregs expressing CXCR3 or ICOS reached 60 and 70%, respectively, indicating that the type 1 phenotype was not restricted to the effector Treg subset. The memory phenotype of Tconvs remained unchanged in the same mice. Finally, TIGIT was expressed by a much higher proportion of Tregs in control mice (34.3% versus 5.1% of Tconvs) and reached almost 60% in CD11c-*Cd70*tg;CD27^+/-^ mice, as compared to less than 20% of Tconvs. The proportion of Tregs among CD4^+^ T lymphocytes was lower in CD11c-CD70^tg^;CD27^+/-^ than in control mice, whereas the level of Foxp3 expression remained unchanged (**Figure 1B**, right panels). The distribution of Tregs remained unchanged in the liver, the mesenteric lymph nodes and the adipose tissue (**Supplemental Figure 1A**) with a notable drop in Treg frequency in the lamina propria, which correlated with intestinal dysfunction (not depicted). Note that the absolute numbers of CD4^+^ T lymphocytes were similar in both strains of mice (**Supplemental Figure 1B**).

**Figure 1:**
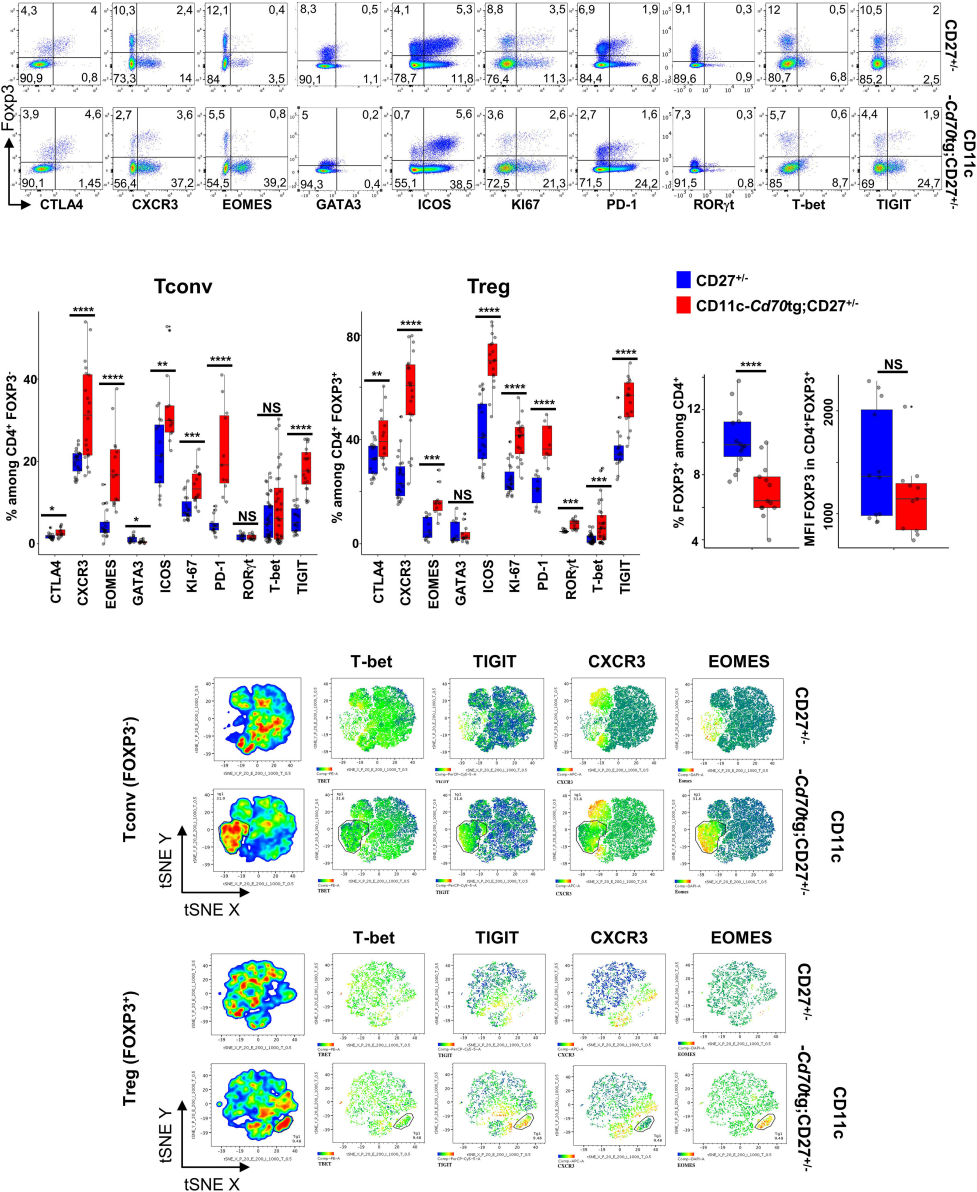
Activation of Tregs and Tconvs in CD70 transgenic mice. Spleen cells from CD27^+/-^ mice expressing or not a *CD70*tg were harvested at 6-8 wk of age and stained *ex vivo* for indicated proteins. **(A)** Spleen cells were stained for CD4, Foxp3 and the indicated markers. Singlets were selected by gating events in the diagonal of FSC-H vs FSC-A plots. Representative flow cytometry plots of indicated marker on gated viable CD4^+^ cells.**(B)** Proportion of positive cells among viable CD4^+^ Tregs and Tconvs (left panels; proportion of Tregs and intensity of Foxp3 expression (right panels). Data are from 3-4 independent experiments with 5-8 mice per group. Bars represent median ± SD. Unpaired t-test was used to determine statistical differences followed by FDR correction for multiple comparisons (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant. **(C)** Representative merged (n =8) t-distributed stochastic neighbor embedding (t-SNE) plot after dimensionality reduction and unsupervised clustering of flow cytometry data from CD4^+^ Tregs and Tconvs.

A tSNE analysis, based on the same four markers (Eomes, T-bet, CXCR3 and TIGIT), revealed two main changes in the phenotype of CD4^+^ T lymphocytes in CD11c-*Cd70*tg;CD27^+/-^ as compared to CD27^+/-^ controls (**Figure 1C** and **Supplemental Figure 2**). First, a population of Tregs emerged (9.5% of parent), which expressed high levels of both Eomes and TIGIT, and partly CXCR3 (26,7%) and/or T-bet (5,5%). Second, the expression of CXCR3 and/or TIGIT was also increased in a significant proportion of other cells, whereas T-bet and Eomes were largely restricted to this expanded population. Similarly, a population of Tconvs (31.9% of parent) differentiated upon CD27 engagement, and displayed similar features as activated Tregs, i.e. high levels of Eomes (89.9%) and TIGIT (62.1%), and lower levels of CXCR3 (38,6%) or T-bet (3,9%). The expression of CXCR3, but not TIGIT, was also increased on a separate population of Tconvs in CD70tg mice. As expected (25), the CD27 engagement resulted in strongly reduced expression of this receptor on all T lymphocytes (not shown). Thus, the CD27 engagement without intentional TCR stimulation resulted in the expansion of a Eomes^hi^ TIGIT^hi^ cell population (representing 10% and 30% of Treg and Tconv, respectively) and increased the expression of CXCR3 on a large, distinct subpopulation in both subsets. TIGIT expression was upregulated on a large proportion of Tregs. Of note, both Tconvs and Tregs from CD11c-*Cd70*tg;CD27^+/-^ mice also expressed higher levels of co-inhibitory receptors ICOS, CTLA4 and PD-1 (**Figures 1A, B**).

To prevent an exhaustion potentially due to chronic CD70-mediated stimulation, we triggered CD27 on Tregs *in vivo* using agonistic anti-CD27 mAbs (26, 27). The data in **Figures 2A, C** indicate that Tregs from WT mice injected twice with agonistic anti-CD27 mAbs displayed partly similar phenotype changes as those observed in CD11c-*Cd70*tg;CD27^+/-^ mice; i.e. increased proliferation of Foxp3^+^ T cells, and enhanced expression of ICOS, PD-1, CTLA-4, Eomes, but not T-bet, CXCR3 nor TIGIT. Of note, the proportion of Tregs among CD4^+^ T cells increased as well as the level of Foxp3 expression (**Figure 2B**). The administration of agonistic mAbs also enhanced the proliferation of Tconvs and increased the expression of ICOS and CXCR3 on a minor population of cells. Finally, this treatment enhanced the expression of IFN-γ by both subsets. Collectively, these data indicate that CD27 may regulate the differentiation/survival of type 1 cells of regulatory and conventional lineages.

**Figure 2:**
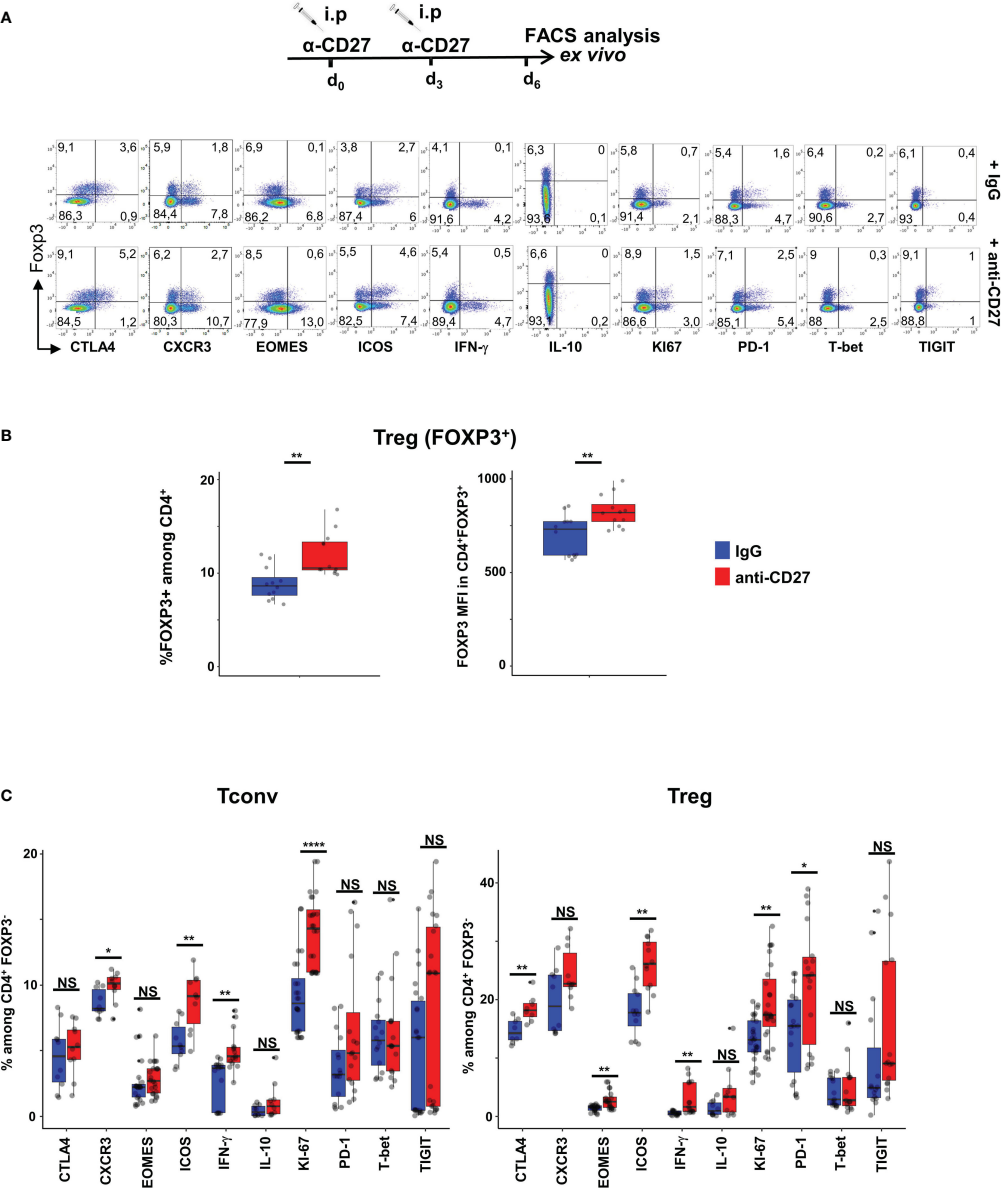
Injection of agonistic anti-CD27 mAb induces some features of Th1-type Tregs. WT mice were injected i.p. with agonistic anti-CD27 mAb (at days 0 and 3) and spleen cells were analyzed *ex vivo* by flow cytometry at day 6. **(A)** Spleen cells were stained for CD4, Foxp3 and the indicated markers? Singlets were selected by gating events in the diagonal of FSC-H vs FSC-A plots. Representative flow cytometry plots of indicated marker on gated viable CD4^+^ cells. **(B)** Proportion of Tregs and intensity of Foxp3 expression. **(C)** Proportion of CD4^+^ Tregs and Tconvs expressing the proliferation marker Ki67, transcription factors (Eomes, T-bet), cytokines (IFN-γ and IL-10) and inhibitory receptors (TIGIT, ICOS, CTLA-4 and PD-1). Data are from 3 independent experiments with 4 mice per group. Bars represent median ± SD. Unpaired t-test was used to determine statistical differences followed by FDR correction for multiple comparisons (*p < 0.05; **p < 0.01; ****p < 0.0001; ns, not significant).

The phenotypic changes of Tregs are reminiscent of a few studies showing the development of T-bet-dependent CXCR3^+^ Treg cells in response to IFN-γ produced by effector cells (19, 28, 29). CXCR3^+^ Tregs have been shown to display unique phenotypic features and nonredundant functional properties to control Th1-related inflammation and autoimmune diseases (21, 28). We therefore sought to determine (i) the functional status of Tregs in CD11c-CD70^tg^;CD27^+/-^; (ii) the transcriptional signature of CD27 engagement *in vivo* in Tregs versus Tconvs

### Transgenic expression of CD70 on DCs induces the activation of type 1- Tconvs and Tregs

We next examined the capacity of both CD4^+^ T cell subsets to express IFN-γ and IL-10. *Ex vivo* intracellular FACS staining revealed that a range of 0-40% (median: 11,1%) of Tconvs from CD11c-*Cd70*tg;CD27^+/-^ mice expressed IFN-γ in response to calcium ionophore and PMA, as compared to less than 7% (median: 6.25) from CD27^+/-^ mice (**Figure 3A**). The proportion of Tregs expressing IFN-γ *ex vivo* was also increased in mice constitutively expressing CD70, reaching about 7.45%, as compared to 2% in control mice. Both subsets displayed an increased expression of IL-10, from 2.75 to 8.5% for Tregs and 0.5 to 1.6 for Tconvs. Thus, CD27 engagement *in vivo* resulted in increased expression of IFN-γ and IL-10 in both subsets, with Tconvs and Tregs as the major IFN-γ and IL-10 producers among CD4^+^ cells, respectively. The analysis of IFN-γ and IL-10 expression with the selected combination of markers (tSNE **Figure 3B**) indicated that the majority of the IFN-γ and IL-10 producers were located in the expanded Eomes^hi^TIGIT^hi^ populations (as defined in **Figure 1C**). Thus, this subpopulation of Tregs included 36% IFN-γ^+^ and 35% IL-10^+^ cells, whereas the equivalent subset of Tconvs comprised 11,2% IFN-γ^+^ and 3.4% IL-10^+^ cells (**Supplemental Figure 3**; note that the expression of some markers was altered by the permeabilization step and PMA/calcium ionophore activation).

**Figure 3:**
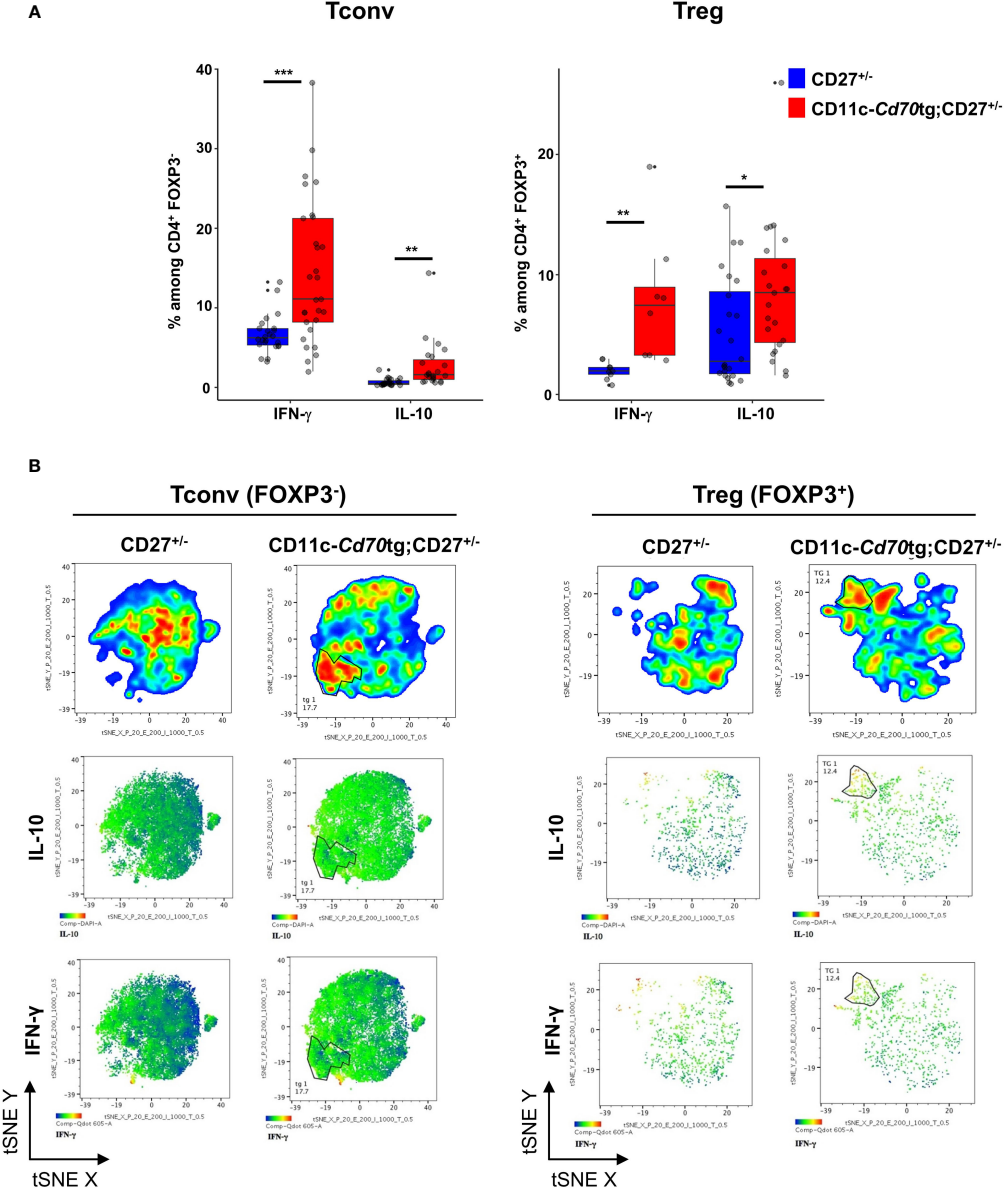
Transgenic expression of CD70 on dendritic cells induces the differentiation of type 1 effectors. **(A)** Proportion of Tregs (left) and Tconvs (right) expressing IFN-γ or IL-10 after short stimulation *in vitro* with phorbol myristate acetate (PMA)-ionomycin in the presence of brefeldin A. Data are from 3 independent experiments with 3-8 mice per group. Bars represent median ± SD. Unpaired t-test was used to determine statistical differences followed by FDR correction for multiple comparisons (*p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant). **(B)** Merged (n = 8) tSNE plot after dimensionality reduction and unsupervised clustering of flow cytometry data from Tconvs and Tregs. The tSNE was built on the 3 markers and both cytokines.

The increased expression of IFN-γ and IL-10 by CD4^+^ T lymphocytes raised the question of their functionality. To evaluate the function of Tregs, we co-cultured Tconvs from WT mice with increasing numbers of Tregs from CD27^+/-^ or CD11c-*Cd70*tg;CD27^+/-^ mice in the presence of anti-CD3 and irradiated APCs. The data in **Figure 4** suggest that CD27 engagement did not alter the suppressive capacity of Tregs, as assessed by the similar decrease in proliferation of Tconvs co-cultured with Tregs isolated from either strain.

**Figure 4:**
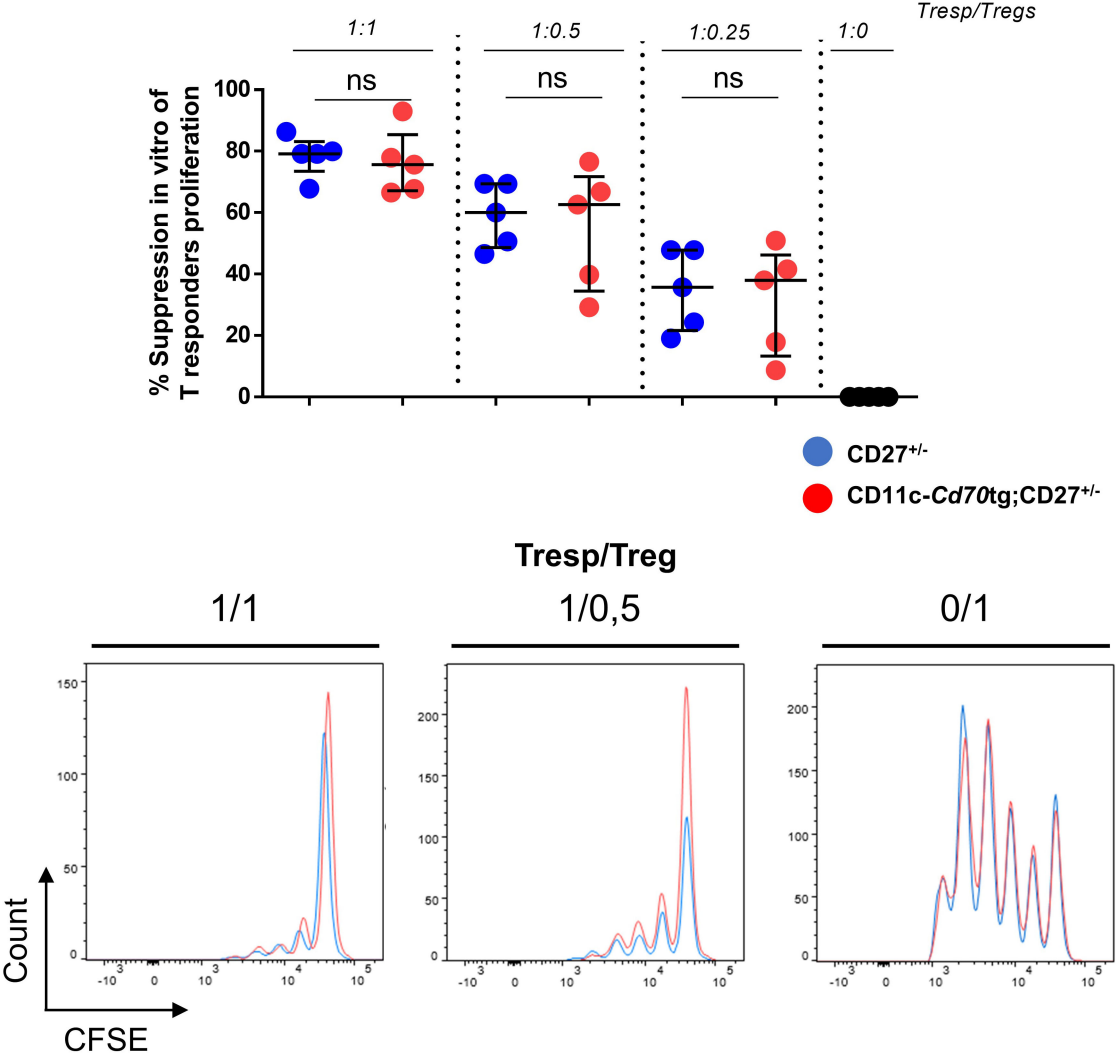
Unchanged suppressive capacity of Tregs in CD11c-*Cd70*tg;CD27^+/-^ mice. CD4^+^ Foxp3^+^ cells were sorted from CD27^+/-^ or CD11c-*Cd70*tg;CD27^+/-^ mice and co-cultured with CFSE-labeled, naive conventional CD4^+^ T cells from CD45.1 mice in the presence of soluble anti-CD3 mAb and irradiated splenocytes. After 3 days, flow cytometry profiles of CFSE were analyzed. Percent of suppression of proliferation as compared to cultures in which Treg cells were omitted. Data are representative of 4 independent experiments with n = 5 per group. Values are presented as the median ± SD and were compared by two-tailed unpaired student’s t-test. ns, not significant.

### CD27 engagement results in Treg activation in a cell autonomous fashion

An important question is whether the effect of CD27 engagement on Tregs is cell autonomous, or a consequence of pro-inflammatory factors produced by CD70-activated Tconvs. To address this question, we transferred purified Tregs from CD90.1 Foxp3^eGFP^ mice into CD11c-*Cd70*tg or control mice, i.e. WT (**Figure 5A**) or CD27^-/-^ (**Figure 5B**) recipients. Six days after transfer, the proportion (median) of CD90.1^+^ Tregs expressing KI67 (70.35 versus 22.1%), CXCR3 (45.9 versus 32.15%), T-bet (8.7 versus 0.8%), CTLA-4 (48.9 versus 42.3%), ICOS (56.7 versus 36.5%) and/or PD-1 (44 versus 31.1%) was increased in CD11c-*Cd70*tg;CD27^-/-^, as compared to WT hosts (**Figure 5A**). Note that the proportion of donor Tregs and their relative Foxp3 expression were much higher when transferred in recipients expressing a CD70 transgene. The CD27 expression was abrogated on transferred Tregs, a likely consequence of its engagement by its natural ligand expressed by most DCs (**Figure 5** right panels), as previously demonstrated (25). To confirm these observations, we transferred Tregs into CD27^-/-^ hosts (which display impaired Treg differentiation) expressing or not CD70tg and found similar *in vivo* cell expansion/survival and phenotypic changes, resulting in a 10-fold increase in the number of transferred Tregs when CD70tg was present (**Figure 5B**). CD27 engagement was required, as adoptive transfer of CD27-deficient Tregs into CD70tg hosts resulted in lower expression of “type 1 markers” and lower numbers of donor Tregs detected in the host, as compared to CD27-sufficient donor Tregs (**Figure 5C**). These observations indicate that CD27 engagement on Tregs was sufficient to induce their proliferation and differentiation into effectors, demonstrating an intrinsic effect.

**Figure 5:**
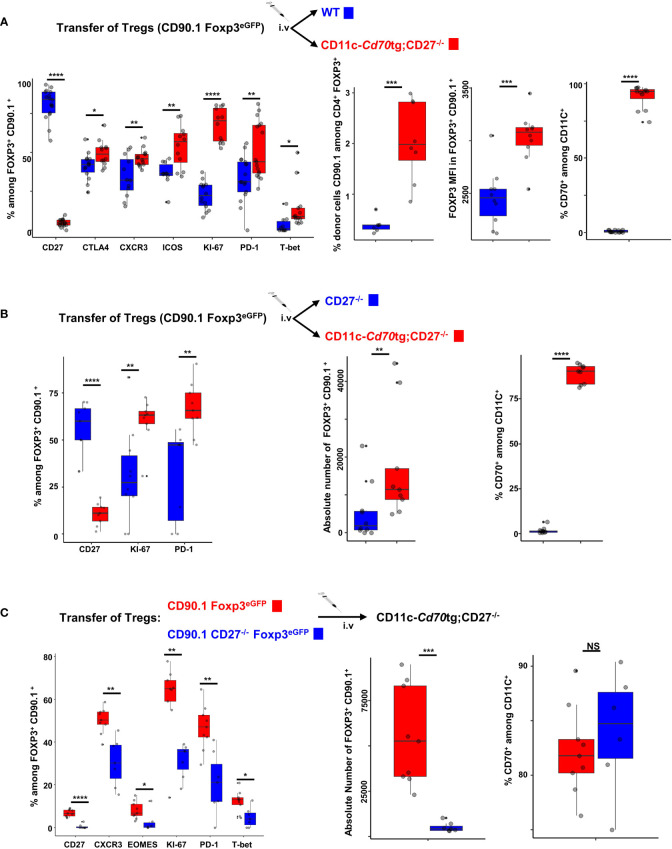
Cell autonomous activation/differentiation of Tregs upon CD27 engagement. **(A, B)** 5 x 10^5^ Tregs purified from Foxp3eGFP CD90.1 mice were injected i.v. into CD11c-*Cd70*tg;CD27^-/-^ recipients and either WT **(A)** or CD27^-/-^ **(B)** as control recipients. **(C)** Tregs were purified from Foxp3eGFP CD90.1 mice either CD27 competent or deficient (CD27^-/-^) and 5 x 10^5^ cells were injected i.v. into CD11c-*Cd70*tg;CD27^-/-^ recipients. Spleen cells were analyzed *ex vivo* by flow cytometry 7 days after injection. Data show the proportion of transferred Tregs (Foxp3^+^ CD90.1^+^) expressing the proliferation marker Ki67, transcription factors (eomes, T-bet), chemokine receptor CXCR3 and inhibitory receptors (ICOS, CTLA-4 and PD-1) as well as the absolute number of CD90.1^+^ Tregs recovered. Controls include CD27 and CD70 staining. Data are representative of 3 independent experiments with 4 mice per group. Bars represent median ± SD. Unpaired t-test was used to determine statistical differences followed by FDR correction for multiple comparisons (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant).

Finally, to compare the effect of CD27 engagement on Tconvs versus Tregs, we transferred purified CD4^+^ T lymphocytes from CD90.1 Foxp3^eGFP^ mice into CD11c-*Cd70*tg, CD27^-/-^ or WT recipients. A phenotypic analysis performed 7 days after transfer (**Supplemental Figure 4**) showed a more than 2-fold increase in the proportion of Tregs among transferred cells (panel A), which correlated with higher proliferation of Tregs as compared to Tconvs (panel B). The expression of Foxp3 was increased on cells transferred into a CD70^Tg^ host, as compared to WT host (panel A). Of note, the proliferation and CXCR3 expression of transferred, but not host, cells were increased, strongly suggesting that the altered phenotype was driven by CD27-CD70 interactions.

### Common transcriptional signature of CD27 engagement in Tregs versus Tconvs

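RNA was sequenced from Tregs (CD4+ Foxp3+) and Tconvs (CD4+ Foxp3-) sorted from CD27+/- Foxp3 reporter mice, used as controls, and from CD11c-*Cd70*tg;CD27+/- mice (CD70 Tg), in which the CD11c promoter drives CD70, the ligand of CD27. There were 2 libraries in each of the 4 groups, 8 libraries in all, each from 200000 sorted cells. The authors removed adapters with Trimmomatic, mapped the reads to mm10 with STAR, counted reads per gene with HTSeq, and deposited values scaled to 20 M reads per library and rounded up to whole numbers, so that 20 is worth 1 read per M. The methods give 25 M read pairs per sample. In the deposited table, the low values of each library are multiples of a single step, which is what 1 read is worth, and the steps give the number of reads on genes behind each library. These were 19.44 and 9.51 M in control Tconvs, 6.90 and 33.15 M in CD70 Tg Tconvs, 4.10 and 4.52 M in control Tregs, and 1.90 and 3.65 M in CD70 Tg Tregs. The numbers of 33.15 and 19.44 M are less certain. The step of 0.601 behind the first is under 1 and was estimated from how often each low value occurs, since 100.0% of low values lie on such a step by chance. For the second, 99.1% of low values lie on the step against 97.7% by chance. All values here are in the deposited unit, per 20 M. The value that 3 reads give, taken as the smallest that can be told from 0, ranged from 1.8 in the deepest Tconv library to 31.3 in the shallowest Treg library. Such a floor covers counting error only, as reads of amplified libraries are not independent molecules.

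The table lists 52636 rows. Of the rows that share a name, the one with the largest total was taken for that name. The 4131 rows with names derived from genomic clones were left out, because their low values do not follow the step of their own library. In 6 of the 8 columns they follow that of the next library in the table, in another both steps are under 1, and in the last column they follow a step of 6.859 that no library here has. Genes with a value of at least 60 in at least 2 of the 8 libraries were tested, which left 12816 genes. Differences were tested with limma on log2(value + 5) in one model over the 8 libraries, with Benjamini-Hochberg adjustment. The log2 fold changes below are on this scale, which understates the change of genes with low values. Genes were called up- or downregulated at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. The titles of the samples number the replicates of each group, but the columns of the table do not carry these numbers, and no pairing was used in the model. Between the 2 libraries of a group, the Pearson correlation of log2 values across genes, which are not independent replicates, was 0.990 in control Tconvs, 0.986 in CD70 Tg Tconvs, 0.986 in control Tregs and 0.979 in CD70 Tg Tregs.

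*Foxp3* separated the sorted populations, with a value of 19900 ± 235 (SD, n = 2) in control Tregs and 1270 ± 324 (SD, n = 2) in control Tconvs. Several annotated genes overlap its exons, among them *Flicr* over 18.6% of their length. *Cd27* was at 5360 ± 262 in control and 6010 ± 162 in CD70 Tg Tregs (SD, n = 2 each), and at 3110 ± 183 in control and 3240 ± 163 in CD70 Tg Tconvs (SD, n = 2 each). Its log2 fold change was 0.17 in Tregs (adjusted p = 0.42, limma) and 0.06 in Tconvs (adjusted p = 0.85). *Cd70* was below the minimum for testing, with a mean of 27.5 ± 23.3 in CD70 Tg Tregs and 21.5 ± 9.19 in CD70 Tg Tconvs (SD, n = 2 each). Its mean was lower in controls, at 4.5 ± 6.36 in Tregs and 3.5 ± 0.707 in Tconvs (SD, n = 2 each). Both control Treg libraries were at or under the value that 3 reads give.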

We next performed global transcriptional profiling on sorted Tregs and Tconvs (**Supplemental Figure 5**) from CD27^+/-^ mice expressing or not the CD70 transgene (**Supplemental File 2**). 471/92 and 280/92 genes were significantly up/downregulated in Tconvs and Tregs, respectively (at a Log2 fold change>1, min 60 CPM reads per gene, FdR value <0.05)(see volcano plot in **Supplemental Figure 6**). 

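In Tregs, 324 genes were upregulated and 138 downregulated in CD70 Tg cells among the 12816 genes tested. The corresponding numbers in Tconvs were 522 and 74. For each of these 462 genes in Tregs and 596 genes in Tconvs, both CD70 Tg libraries lay on the same side of both control libraries. The count of upregulated genes in Tregs moved most when the numbers of reads were tested with limma-voom, a setting chosen after seeing the data, under which it was 138. In Tconvs it moved most without the threshold on the fold change, to 874, and was 705 with limma-voom. With columns and samples matched by order, same-numbered control and CD70 Tg Tconv libraries deviated from their group means with a Pearson correlation of -0.11 across the 12816 genes. With the replicate number as a block, 527 genes were up- and 78 downregulated in Tconvs, and with the numbers of the CD70 Tg Tconv libraries exchanged, chosen after seeing the data, 520 and 75. The paper's supplementary table holds 409 up- and 174 downregulated genes in Tregs and 533 and 105 in Tconvs. These numbers are larger than those in the paper's text. Of the 583 genes called in Tregs in the paper's supplementary table, 438 were tested here, and 413 of them were called in the same direction. Of its 638 genes in Tconvs, 606 were tested and 570 called in the same direction. None was called in the opposite direction.

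The chemokine genes *Ccl4* and *Ccl3*, neighbours on chromosome 11 of mm10 (83662584 to 83664683 and 83647844 to 83649355), had the largest log2 fold changes in both subsets on the scale tested. *Ccl4* rose from 36 ± 36.8 to 1200 ± 11.3 in Tregs (SD, n = 2 each), a log2 fold change of 5.25 (standard error 0.52, adjusted p = 1.9e-05, limma), and from 4 ± 5.66 to 2620 ± 635 in Tconvs (SD, n = 2 each), a log2 fold change of 8.32 (standard error 0.52, adjusted p = 1.5e-08). *Ccl3* rose from 34 ± 26.9 to 1020 ± 217 in Tregs and from 5.5 ± 3.54 to 2730 ± 449 in Tconvs (SD, n = 2 each). They were followed in Tregs by *Gm30211*, a long noncoding RNA, at 4.88, *Gzmk* at 4.87 and *Gda* at 4.74. The position of *Gm30211* spans the immunoglobulin genes *Igkj1*, *Igkj5* and *Igkc*, which were also upregulated in both subsets. Control Tregs were at or under the floor of 3 reads for *Gm30211* and *Gda*, whose values in CD70 Tg Tregs were at least 18-fold and at least 16.4-fold higher. Their place in the order of Tregs therefore depends on the pseudocount. Their changes in Tregs reached 6.26 and 6.10 over the alternative settings, against at most 5.52 for *Ccl4* and 5.10 for *Ccl3*. The next largest increases in Tconvs were those of *Havcr2* at 5.78, *Adgrg1* at 5.66 and *Gcg* at 5.53. Chemokines and granzymes form families of related genes, and the mapping settings stated do not tell how reads shared within a family were assigned.

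The largest decrease in Tconvs was that of *Eno1b* (chromosome 18, 48045335 to 48048412), from 1080 ± 76.4 to 10 ± 7.07 (SD, n = 2 each), a log2 fold change of -6.27 (standard error 0.34, adjusted p = 2.3e-09, limma). In Tregs *Eno1b* changed by -3.08. *Gm5815*, a processed pseudogene, changed by -3.18 in Tconvs and was at least 6.87-fold lower in Tregs, where the CD70 Tg libraries were at or under the floor. Reads of genes with close copies elsewhere, such as these, can be shared with them. The other large decreases were those of *Klrb1c* (-2.45), *Il17rb* and *Chdh* (-2.37) in Tconvs, and of *Slc7a10* (-3.81), *Igkv5-39* (-3.28) and *Fcmr* (-2.75) in Tregs. CD70 Tg Tregs were also at or under the floor for *Slc7a10* and *Igkv5-39*, which were at least 5.06-fold and at least 3.53-fold lower.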

As expected, Tregs and Tconvs were clearly distinct in principal components analysis. Cells from CD11c-*Cd70*tg;CD27^+/-^ mice appeared to cluster separately from their CD27^+/-^ counterparts (**Figure 6A**). 

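The components were computed on log2(value + 5) of the 500 tested genes with the largest variance over the 8 libraries, centred and not scaled. The first component held 70.7% of the variance, the second 21.9% and the third 3.3%. In the plane of the first 2 components, the libraries of the same group were at most 3.92 units apart in Tregs and 8.49 in Tconvs. Control and CD70 Tg libraries of the same subset were at least 29.47 units apart in Tregs and 35.29 in Tconvs, so that the distance between genotypes was larger than that between replicates. When all tested genes were used, the first 2 components held 66.4% and 18.1% of the variance. With 1 library left out at a time, the first held between 70.0% and 77.3%, the highest share being without the deepest CD70 Tg Tconv library.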

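Crossing the calls in Tregs with those in Tconvs gave 150 genes upregulated in Tregs only (cluster 1), 174 upregulated in both subsets (cluster 2) and 348 upregulated in Tconvs only (cluster 3), 672 genes in total. Among downregulated genes, 109 were called in Tregs only (cluster 4), 29 in both (cluster 5) and 45 in Tconvs only (cluster 6). A call in one subset only does not compare the subsets, so the difference between the 2 responses was tested in the same model. It had an adjusted p-value under 0.05 (limma) for 12 of the 150 genes of cluster 1, for 58 of the 348 genes of cluster 3, for 4 of the 109 genes of cluster 4 and for 0 of the 45 genes of cluster 6. The same held for 22 of the 174 genes of cluster 2 and for 1 of the 29 genes of cluster 5. Over all tested genes, 131 had an adjusted p-value under 0.05 for this difference and 1372 an unadjusted one. Of the cluster 1 genes, 126 had a log2 fold change over 0 in Tconvs too, with a median of 0.47 against 1.74 in Tregs. Of the cluster 3 genes, 316 had one over 0 in Tregs, with a median of 0.61 against 1.52 in Tconvs. The size of cluster 3 moved most under limma-voom on the numbers of reads, to 609 genes, and that of cluster 4 without the threshold on the fold change, to 354 genes. With the replicate number as a block, clusters 3 and 6 held 349 and 48 genes, and 346 and 46 with the numbers of the CD70 Tg Tconv libraries exchanged.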

Among the differentially expressed genes, we defined 6 gene clusters based on their behaviors in both comparisons (**Figure 6B**). 

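*S100a9* (chromosome 3 of mm10, 90692632 to 90695721) was at or under the floor of 3 reads in control Tregs and at 99.5 ± 6.36 (SD, n = 2) in CD70 Tg Tregs, at least 7.18-fold higher, with a log2 fold change of 3.88 (adjusted p = 0.0011). In Tconvs its log2 fold change was -0.60 (adjusted p = 0.7), and the difference of 4.49 between the subsets had an adjusted p-value of 0.019, which ranged from 0.0069 to 0.25 over the alternative settings. *S100a8* did not reach 60 in 2 libraries and was not tested. Its value was 64.5 ± 13.4 (SD, n = 2) in CD70 Tg Tregs, at least 4.66-fold above the floor of control Tregs. Whether the RNA of *S100a9* and *S100a8* came from Tregs or from other cells in the sorted populations was not tested.

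*Ifng* (chromosome 10, 118441046 to 118445892), which shares 25.9% of its exon length with *Gm49751*, rose from 67.5 ± 4.95 to 234 ± 93.3 in Tregs and from 88.5 ± 23.3 to 1410 ± 985 in Tconvs (SD, n = 2 each). The log2 fold changes were 1.67 in Tregs (standard error 0.40, adjusted p = 0.016, limma) and 3.75 in Tconvs (standard error 0.40, adjusted p = 6.9e-06), and their difference of -2.08 had an adjusted p-value of 0.1, which ranged from 0.024 to 0.66 over the alternative settings. *Prf1* (chromosome 10, 61297833 to 61304680) changed by 2.16 in Tregs (adjusted p = 3.2e-07) and 1.33 in Tconvs (adjusted p = 1.1e-05). For *Gzma* (chromosome 13, 113093825 to 113100981), the changes were 2.26 (adjusted p = 0.0056) and 2.81 (adjusted p = 5.1e-04). *Cxcr3* (chromosome X, 101731535 to 101734269) rose from 2220 ± 122 to 6920 ± 271 in Tregs (SD, n = 2 each), by 1.64 (adjusted p = 1.4e-05), and by 1.25 in Tconvs (adjusted p = 4.6e-05). In Tregs, *Nkg7* rose from 404 ± 124 to 3670 ± 17 (SD, n = 2 each), 9.21-fold on the scale tested (adjusted p = 6.1e-09), and *Gzmb* from 758 ± 130 to 2710 ± 758 (SD, n = 2 each), by 1.81 (adjusted p = 8.7e-04). *Tbx21* (chromosome 11, 97098071 to 97115331) changed by 1.28 in Tregs (adjusted p = 0.019) and by 0.97 in Tconvs (adjusted p = 0.066, with a range of 0.033 to 0.48 over the alternative settings), where the CD70 Tg libraries lay far apart (1610 ± 1070, SD, n = 2), and it was therefore called in Tregs only. Over the alternative settings the adjusted p-value in Tregs reached 0.55 for *Ifng*, 0.41 for *Gzma*, 0.43 for *Tbx21* and 0.066 for *Gzmb*. In Tconvs it reached 0.062 for *Gzma*.

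*Prdm1* (chromosome 10, 44437177 to 44528501) rose from 242 ± 4.24 to 1020 ± 154 in Tconvs (SD, n = 2 each), a log2 fold change of 2.04 (adjusted p = 1.5e-07, limma), and by 0.67 in Tregs (adjusted p = 0.015), with a difference of -1.38 between the subsets (adjusted p = 0.0044). *Tigit* (chromosome 16, 43648867 to 43664146) changed by 2.41 in Tconvs (adjusted p = 1.8e-04) and 0.35 in Tregs (adjusted p = 0.62, with a range of 0.011 to 0.81 over the alternative settings), with a difference of -2.06 (adjusted p = 0.06, with a range of 0.034 to 0.46). Its control Tconv libraries differed, at 817 ± 646 (SD, n = 2), and in Tregs it was already at 6790 ± 532 in controls (SD, n = 2). *Cebpb* (chromosome 2, 167688915 to 167690418), with 20.7% of its exon length shared with *Tmem189* on the opposite strand, changed by 1.44 in Tconvs (adjusted p = 0.0047) and 0.92 in Tregs (adjusted p = 0.076, with a range of 0.0047 to 0.28 over the alternative settings). The change of *Zeb2* (chromosome 2, 44983632 to 45117395) in Tconvs was 1.55 with an adjusted p-value of 0.051, which ranged from 0.0091 to 0.33 over the alternative settings, and in Tregs it was 0.12 (adjusted p = 0.91).

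Of the genes shown in Figure 6B that could be tested, the cluster was the same here for 12 of 12 genes in cluster 1, 19 of 21 in cluster 2, 18 of 20 in cluster 3, 4 of 4 in cluster 4, 2 of 2 in cluster 5 and 3 of 4 in cluster 6. The clusters shown were defined on the same libraries.

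**Figure D1:**
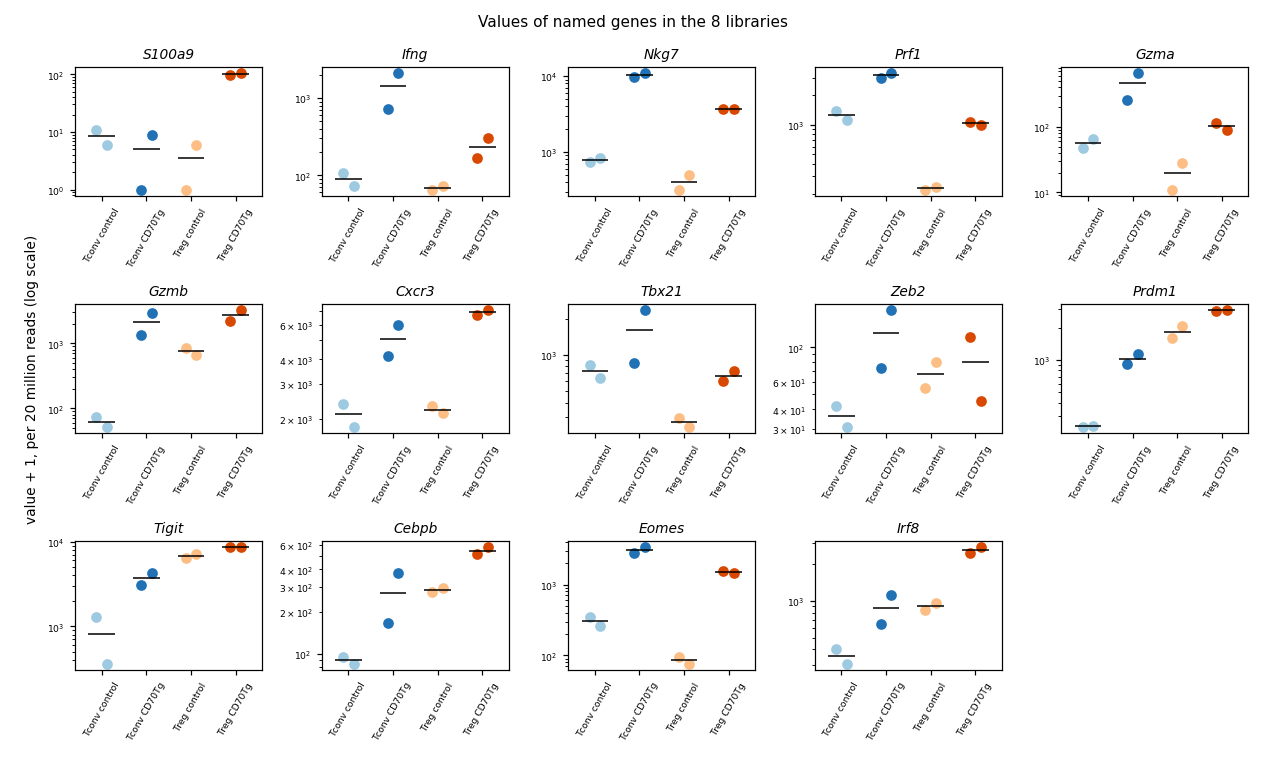
Value + 1 per 20 M reads, on a log scale that differs between panels, of 14 genes in control and CD70 Tg Tconvs (blue) and Tregs (orange). Each point is 1 of the 8 libraries and each line the mean of the 2 libraries of a group. *S100a9* rises in CD70 Tg Tregs, and the CD70 Tg Tconv libraries lie apart for *Tbx21* and *Zeb2*.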

Among the 758 genes upregulated upon CD27 engagement in either Tconvs or Tregs, cluster 1 genes were significantly upregulated in Tregs only and encode some components of inflammation (*Stat1*, *S100a8/9*); cluster 2 includes transcripts enhanced in both Tregs and Tconvs and encodes molecules specific for inflammatory/cytotoxic responses (*Ifng, Nkg7, Prf1, Gzma/b, Cxcr3, Tbx21*, …); cluster 3 genes were preferentially upregulated in Tconvs (with a tendency in Tregs), reaching similar expression levels in both subsets, and are involved in immune regulation (*Zeb2, Prdm1; Tigit, Cebpb*). Of note, 45% of transcripts upregulated in Tregs upon CD27 engagement were similarly enriched in Tconvs. 

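Here 174 of the 324 genes upregulated in CD70 Tg Tregs were also upregulated in CD70 Tg Tconvs, a share of 53.7% (95% Wilson interval 48.3% to 59.1%, for counting error over genes only). The share moved most under limma-voom on the numbers of reads, to 69.6%, and was 42.7% when no minimum value was required. It was 54.9% with the replicate number as a block and 55.2% with the numbers of the CD70 Tg Tconv libraries exchanged.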

As expected (30), genes downregulated upon CD27 engagement included genes of the IL-17 pathway: *Il17rb* (in Tconvs) and *Il6ra* (in Tregs).

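*Il17rb* (chromosome 14 of mm10, 29996135 to 30008896) fell from 54 ± 25.5 to 6 ± 4.24 in Tconvs (SD, n = 2 each), a log2 fold change of -2.41 (standard error 0.47, adjusted p = 0.0029, limma, with a range of 0.0019 to 0.087 over the alternative settings). With a pseudocount of 20 the change was -1.47. In Tregs it fell from 158 ± 57.3 to 51 ± 17 (SD, n = 2 each), a log2 fold change of -1.52 with an adjusted p-value of 0.062, which ranged from 0.023 to 0.21 over the alternative settings. The difference between the subsets was 0.88 (adjusted p = 0.71). *Il6ra* (chromosome 3, 89864059 to 89913196) fell from 7020 ± 395 to 3410 ± 544 in Tregs (SD, n = 2 each), a log2 fold change of -1.05 (standard error 0.13, adjusted p = 7.3e-05). In Tconvs it went from 8570 ± 600 to 5560 ± 391 (SD, n = 2 each), a log2 fold change of -0.62 (adjusted p = 0.0035, with a range of 0.00095 to 0.076 over the alternative settings), which is past the threshold on the p-value but not on the fold change. The difference of -0.42 between the subsets had an adjusted p-value of 0.39. With each library left out in turn, the change of *Il6ra* in Tregs stayed between -1.21 and -0.89 and that of *Il17rb* in Tconvs between -2.86 and -1.95.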

**Figure 6:**
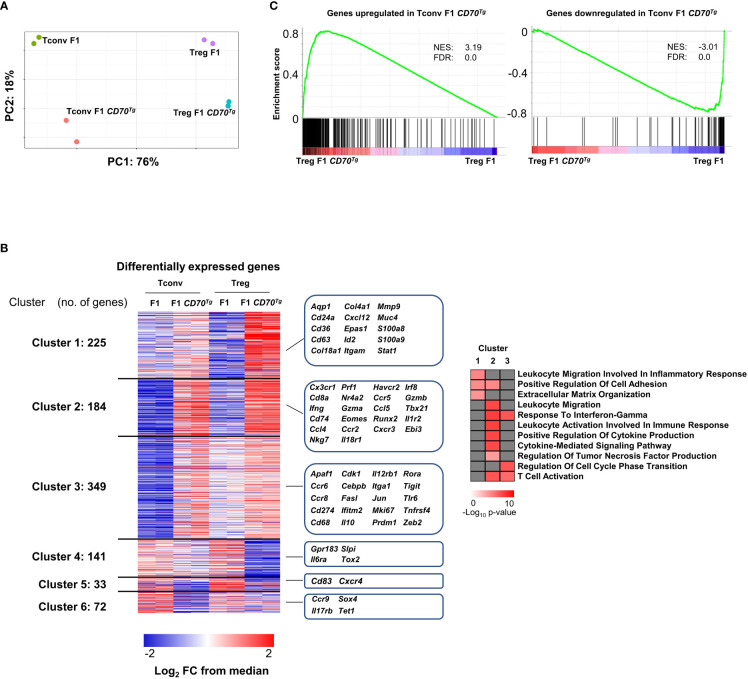
Common transcriptional signature of CD27 engagement in Tregs versus Tconvs. **(A)** Left panel: principal component analysis (PCA), a dimensionality reduction method, show the separation among Tregs and Tconvs due to CD70^Tg^. Variance in PC1 and PC2 is shown. **(B)** Left panel: differentially expressed genes of Tconvs and Tregs are clustered based on occurrence. Clusters 1 and 3 are upregulated specifically in Treg F1 CD70^Tg^ and Tconv F1 CD70^Tg^, respectively, whereas clusters 4 and 6 consist of genes downregulated specifically in Treg F1 CD70^Tg^ and Tconv F1 CD70^Tg^, respectively. Shared up/down regulated genes are found in cluster 2 and 5. Values are represented as Log2 fold-change obtained from median CPM of each gene. Selected genes for each cluster are displayed in the right margin. The number of genes in each cluster is shown in the left margin. Right panel, selected pathways enriched in clusters 1, 2, and 3 using clusterProfiler R package with default parameters and presented as −Log_10_ of p-value. **(C)** GSEA performed on F1 CD70^Tg^ data set and Tconv F1 CD70^Tg^ differentially expressed genes as gene sets. Normalized enrichment score (NES) and false discovery rate (FDR) are indicated. F1 mice: CD27^+/-^; F1 CD70^Tg^ mice: CD11c-*Cd70*tg;CD27^+/-^.

A gene ontology analysis (**Figure 6B**, right panel) revealed a specific enrichment of common genes involved in T cell activation and migration, production of cytokines and cytokine-mediated signaling pathway in both Tconvs and Tregs (cluster 2). 

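Gene ontology sets were not used here. Lists of genes written by hand were tested with limma's camera, with adjustment over 18 tests of 9 lists in both subsets. Camera allowed for correlation between genes by a preset value, so that its p-values are too small for lists with stronger correlation. The list of the response to IFN-γ, with 32 genes such as *Irf1* and the guanylate-binding proteins, had a median log2 fold change of 0.98 in Tconvs (adjusted p = 8.2e-20) and 0.66 in Tregs (adjusted p = 3.6e-19). All 32 genes were higher in CD70 Tg Tconvs and 31 of them in CD70 Tg Tregs. The median of their differences between Tregs and Tconvs was -0.10 (adjusted p = 0.21 over 9 tests). The list of 28 genes of the cell cycle had a median of 1.02 in Tconvs (adjusted p = 3.9e-10) and 0.49 in Tregs (adjusted p = 2.2e-04), and 28 and 21 of its genes were higher. Here the median difference was -0.47 (adjusted p = 0.0067). The median of this list in Tconvs was 0.49 without the deepest CD70 Tg Tconv library. A list of 14 genes of cytotoxicity had medians of 0.90 in Tconvs (adjusted p = 7.1e-07) and 0.98 in Tregs (adjusted p = 2.3e-07), with a median difference of -0.24 (adjusted p = 0.5). Among the medians of these 3 lists, that of cytotoxicity in Tregs moved most over the alternative settings apart from leaving out libraries, to 0.49 with a value above 10 required in every library. With the replicate number as a block, the medians are unchanged, and the adjusted p-values in Tconvs were 4.3e-19 for the response to IFN-γ, 1.7e-11 for the cell cycle and 8.2e-07 for cytotoxicity. Over all alternatives they ranged from 2.2e-27 to 1e-17, from 4.9e-14 to 1.2e-09 and from 3.2e-09 to 3.3e-06.

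Collagen genes of cluster 1 were tested. *Col4a1* (chromosome 8 of mm10, 11198423 to 11312826) went from 44 ± 7.07 to 261 ± 222 in Tregs (SD, n = 2 each), a log2 fold change of 2.14 (standard error 0.47, adjusted p = 0.01, limma), and *Col18a1* (chromosome 10, 77052178 to 77166548) from 21 ± 1.41 to 124 ± 41 (SD, n = 2 each), a log2 fold change of 2.27 (standard error 0.44, adjusted p = 0.0048). Their adjusted p-values in Tregs reached 0.18 and 0.054 over the alternative settings. With 1 library left out at a time, the changes in Tregs went from 1.16 to 3.12 for *Col4a1* and from 1.94 to 2.60 for *Col18a1*. In Tconvs the changes were 0.49 (adjusted p = 0.67) and 0.89 (adjusted p = 0.3), and the differences of 1.65 and 1.39 between the subsets had adjusted p-values of 0.36 and 0.44. Both genes belong to a list of stromal markers of which all 7 detected members were higher in CD70 Tg Tregs, with a median of 1.18.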

The cluster 1 includes pathways upregulated mainly in Tregs, related to inflammation, cell adhesion and extracellular matrix organization, whereas the cluster 3 comprises pathways upregulated essentially in Tconvs (response to IFN-γ, regulation of cell cycle transition and T cell activation).

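The 522 genes upregulated and the 74 genes downregulated in CD70 Tg Tconvs were taken as gene sets, and the 12816 tested genes were ranked by limma's moderated statistic for CD70 Tg against control Tregs. The normalized enrichment score was 4.26 for the upregulated set and -3.17 for the downregulated set (adjusted p = 1e-10 for each, by permutation of genes, the smallest that was computed). Of the upregulated set, 490 genes (93.9%) were higher in CD70 Tg than in control Tregs, with a median log2 fold change of 0.83, and 174 were called. Of the downregulated set, 69 genes (93.2%) were lower, with a median of -0.94, and 29 were called. Over all tested genes 42.5% were higher and 57.5% lower in CD70 Tg Tregs. Permutation of genes takes no account of the correlation between genes. With limma's camera, which allows for it by a preset value not estimated from these data, p was 1.2e-58 and 1.3e-22. These p-values are too small if genes of a set vary together more strongly than that. The scores moved most with a ranking by log2 fold change for the upregulated set, to 3.47, and without a minimum value for the downregulated set, to -2.61. With the replicate number as a block they were 4.25 and -3.16, and with the numbers of the CD70 Tg Tconv libraries exchanged 4.25 and -3.11.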

The overlay of the CD27-dependent Tconv signature on the comparison of CD11c-*Cd70*tg;CD27^+/-^ versus CD27^+/-^ Treg signature revealed a strong similarity between transcriptional changes in both subsets (GSEA in **Figure 6C**). These data indicate that the transcriptional program induced by CD27 engagement is similar in Tregs and Tconvs and is reminiscent of the Th1-type signature.

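Across the 12816 tested genes, which are not independent replicates, the log2 fold changes in Tregs and in Tconvs had a Pearson correlation of 0.58 and a Spearman correlation of 0.43. The 855 genes called in at least 1 subset had a Pearson correlation of 0.62, and 782 of them (91.5%) changed in the same direction in both, against 63.8% of all tested genes. Without a minimum value, the Pearson correlation was 0.33. With 1 library left out at a time it stayed between 0.51 and 0.58. Among the 131 genes whose responses differed between the subsets at an adjusted p-value under 0.05 (limma), 25 had the more positive log2 fold change in Tregs and 106 in Tconvs. When the reads of all libraries were thinned to the depth of the shallowest, the median number of such genes was 37 over 20 draws, with a range of 24 to 57, but thinning also lowered the number of called genes in both subsets. With the replicate number as a block 140 genes differed, and 132 with the numbers of the CD70 Tg Tconv libraries exchanged.

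**Figure D2:**
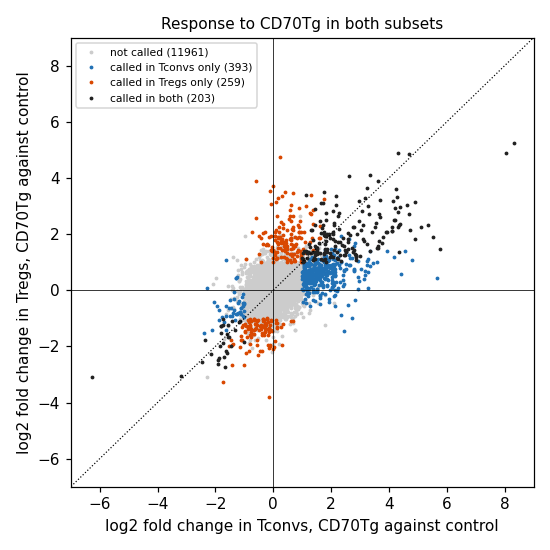
Log2 fold change of CD70 Tg against control Tregs (vertical axis) and Tconvs (horizontal axis) for the 12816 tested genes, 1 point per gene. The 203 genes called in both subsets are in black, the 259 called in Tregs only in orange, the 393 called in Tconvs only in blue and the 11961 others in grey. The dotted line marks equal changes, and most called genes lie in the quadrants where both changes have the same sign.

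After the GSEA of the Tconv signature in the comparison of CD70 Tg and control Tregs, the paper describes the transcriptional program induced by CD27 engagement as similar in Tregs and Tconvs and reminiscent of the Th1-type signature.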

### Eomes overexpression and CXCR3 expression partially recapitulate CD27-induced transcriptional program in Tregs

In order to assess the role of Eomes under steady-state conditions independently of TCR signaling, we used a transgenic mouse line that overexpresses this transcription factor in developing thymocytes under the control of the human CD2 (hCD2) regulatory elements (promoter and Locis Control Region) (31). We sorted splenic CD4^+^ Tregs from these mice and from WT controls and analyzed their transcriptome (**Supplemental File 2**). 

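The libraries of *Eomes* Tg Tregs were not analysed here. The gene sets were taken from the paper's supplementary table of *Eomes* Tg against WT Tregs, which as used here holds the genes with the smallest adjusted p-values, up to 0.0033. Of its 474 genes with a log2 fold change over 1, 344 were among the genes tested in the CD70 Tg libraries, and of its 336 genes with one under -1, 154 were. In the ranking of CD70 Tg against control Tregs, the set higher in *Eomes* Tg Tregs had a normalized enrichment score of 3.61 and the set lower in them -2.71 (adjusted p = 1e-10 for each, by permutation of genes). Of the first set, 275 genes (79.9%) were higher in CD70 Tg Tregs and 110 were called upregulated. Of the second, 122 (79.2%) were lower and 22 were called downregulated. The median log2 fold changes in Tregs were 0.69 and -0.47. With limma's camera at its preset correlation between genes, p was 2.8e-29 and 4.3e-11. Ranking by log2 fold change moved the score of the first set most, to 2.97, and leaving out the minimum value that of the second, to -2.36.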

Eomes-induced and repressed genes were very highly enriched in Tregs from CD11c-*Cd70*tg;CD27^+/-^ mice, supporting the notion that this transcription factor is sufficient to drive a similar program (**Figure 7A**). A flow cytometry analysis confirmed the type 1 phenotype of Tregs from *Eomes*^Tg^, as assessed by increased expression of Tbet, CXCR3, TIGIT and PD-1, as compared to cells from WT mice (**Supplemental Figure 7**).

**Figure 7:**
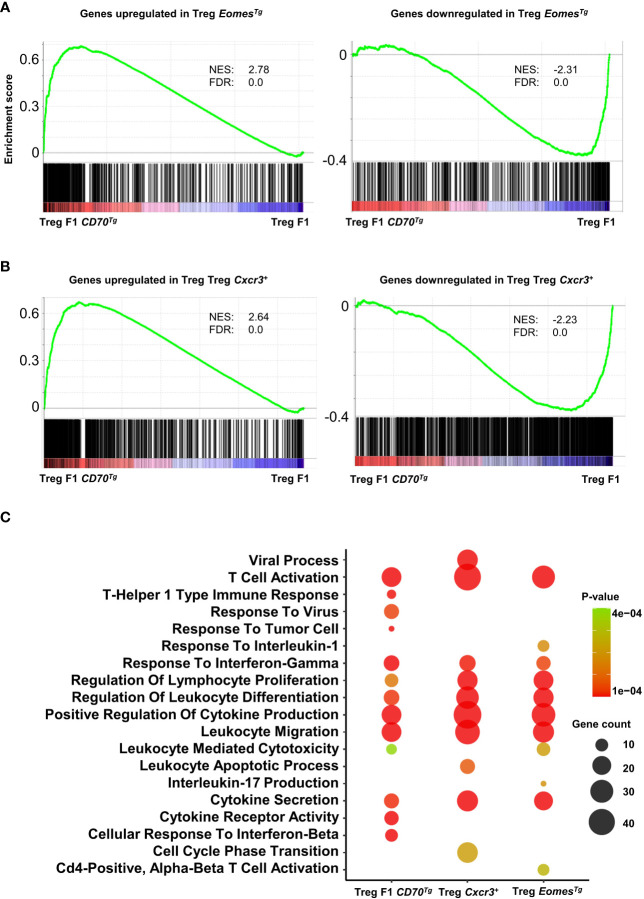
Common enriched pathways in Tregs from CD11c-*Cd70*tg;CD27^+/-^, *Eomes*^Tg^ and CXCR3^+^ Tregs. **(A, B)** GSEA performed on F1 CD70^Tg^ data set and Treg *Eomes^Tg^* **(A)** or Treg *Cxcr3^+^* **(B)** differentially expressed genes as gene sets. Normalized enrichment score (NES) and false discovery rate (FDR) are indicated. **(C)** Bubble plot for selected pathways (database MsigDB; https://www.gsea-msigdb.org/gsea/msigdb/) enriched from genes upregulated in Treg F1 *CD70*^Tg^, Treg *Cxcr3^+^* and Treg *Eomes^Tg^* using clusterProfiler R package with default parameters and presented as −Log_10_ of p-value. Color intensity indicates p-value and bubble size indicates number of enriched genes.

We next compared the signature of Tregs from CD11c-*Cd70*tg;CD27^+/-^ mice with CXCR3^+^ Tregs (22) and found strong similarities with CD27-induced changes (**Figure 7B**). Pathway analysis of signature genes from CD11c-*Cd70*tg;CD27^+/-^, *Eomes*^Tg^ and CXCR3^+^ Tregs from WT mice revealed a strong convergence among the 3 subsets (**Figure 7C**). Common enriched pathways are involved in T cell activation, response to IFN-γ, regulation of leukocyte differentiation, positive regulation of cytokine production and leukocyte migration. In addition to these common signatures, the leukocyte mediated cytotoxicity pathway was enriched only in Tregs from CD11c-*Cd70*tg;CD27^+/-^ and *Eomes*^Tg^.

Finally, we performed one experiment to evaluate the role for the CD27/Eomes axis in driving the activation of the Treg subpopulation. We injected anti-CD27 mAbs into Eomes sufficient or deficient mice. The data in **Supplemental Figure 8**, although preliminary, indicate that Eomes was dispensable for the induction of ICOS and PD-1 expression on Tregs and Tconvs in response to CD27 agonism, suggesting a functional redundancy, presumably with the related transcription factor T-bet. Additional experiments using single and double KO mice will be required to better define the respective role of these T-box transcription factors.

## Discussion

The main finding of this work is that constitutive CD27 engagement *in vivo*, in the absence of intentional TCR engagement, results in a gradual process of differentiation into type 1-Tconvs and Tregs. These data complete a previous report showing that transgenic expression of CD70 by dendritic cells is sufficient to induce spontaneous conversion of conventional T lymphocytes into effector cells (9) and indicate that Tregs undergo a similar process of differentiation into type 1 cells.

Our data reveal a dual effect of CD27 engagement on Tconvs and Tregs: (i) an increase in proliferation/survival and (ii) phenotypic and functional changes with the selective expansion of a population of Eomes^hi^ TIGIT^hi^ cells (30% of Tconvs and 10% of Tregs) that display the capacity to produce IFN-γ and/or IL-10 and the increased expression of the chemokine receptor CXCR3 on a large, separate subset (30% of Tconvs and 60% of Tregs). In the absence of deliberate antigenic stimulation, it is likely that TCR signals are provided by environmental and/or auto-antigens (9, 17).

### Effect of CD27 engagement on Tregs

The observation that highly purified CD27^+^ Tregs become activated (as assessed by proliferation of 60-70% of cells and increased expression of Tbet, CXCR3, ICOS, PD-1) upon transfer into CD70 transgenic hosts (**Figure 5**) suggests that CD27 signals autonomously on Tregs and does not solely rely on IFN-γ produced by surrounding Tconvs as previously suggested (19). Although a potential role of IFN-γ secreted by Tregs themselves cannot be excluded, as a significant proportion of Tregs from CD11c-*Cd70*tg;CD27^+/-^ mice have the capacity to express IFN-γ, our observations are consistent with a cell autonomous role of CD27 engagement on Treg differentiation. Our data further show that transient CD27 engagement induced a selective expansion of Tregs and likely increased the stability of Tregs, as assessed by higher levels of Foxp3 expression (**Figures 2** and **5A**; **Supplemental Figure 4A**), suggesting that CD27 costimulation may have a stronger impact on Tregs than on Tconvs. Finally, the lack of activation/expansion of (CD27-deficient) host T cells upon transfer of CD27-competent CD4^+^ T cells into CD11c-*Cd70*tg;CD27^-/-^ mice (**Supplemental Figure 4B**) further highlights the role of CD27 engagement, as opposed to systemic inflammation, in the activation CD4^+^ T lymphocytes.

Of note, our data show that the CD27 engagement profoundly impacts the phenotype of Tregs and induces similar transcriptomic changes as in Tconvs (see later discussion). Several reports have highlighted the role of CXCR3 in the recruitment of Tregs to local inflammatory sites. CXCR3^+^ type-1 Tregs have been shown to play a critical and non-redundant role in the control of Th1-type (auto)-immunity. T-bet- dependent CXCR3^+^ Tregs accumulated within the pancreatic islets (but not the spleen) in the NOD mouse model of type 1 diabetes, at a frequency that correlated inversely with the size of the inflammatory infiltrate (28). Mice that lack CXCR3 in Tregs specifically displayed an aggravated course of the experimental nephritis, that correlated with reduced Treg recruitment to the kidney and an overwhelming Th1 immune response (32). Elegant studies by Levine and Rudensky (21) indicated that elimination of T-bet expressing Tregs resulted in severe autoimmunity and suggested that T-bet regulated their stability and their spatial positioning with T-bet^+^ effector cells. Littringer et al. further showed that, during Th1 immune responses in mouse and human, Tregs that expressed a set of Th1-specific co-inhibitory receptors and cytotoxic molecules arose (22). The relevance of CD27 engagement on Tregs *in vivo* in more physiological conditions remains to be determined, but is suggested by a recent study demonstrating, that CD27 expression on Tregs was necessary to maintain tolerance and to suppress immune responses to tumours (33).

It is interesting that, in addition to their well-known anti-inflammatory function, Tregs may support the development of memory T cells, in particular *via* IL-10 or CTLA-4 (34–37). A recent report (37) shows that type 1-Tregs, expressing CXCR3, home in close proximity to CD8^+^ T and promote the generation of tissue-resident memory cells in multiple tissues, providing life-long immunosurveillance. Therefore, it is tempting to speculate that CD27 engagement may trigger the differentiation of type-1 Tregs involved in the transition of activated effector cells into quiescent memory cells in peripheral tissues.

Furthermore, our data indicate that chronic CD27 engagement triggers the emergence of a Eomes^+^ TIGIT^+^ Treg population that proliferated and included most of IFN-γ and IL-10 producers. TIGIT is an inhibitory receptor expressed on Tregs as well as activated and memory T cells. TIGIT has been shown to increase the stability and the immune suppressive role of Tregs (38, 39). T-bet was expressed in only 5.5% of this population, suggesting a major role of the transcription factor Eomes, a paralogue of T-bet, in inducing IFN-γ expression. Although Eomes expression was shown to limit Foxp3 induction, and thereby the suppressive function of Tregs (40), our data show that chronic CD27 engagement in CD11c-*Cd70*tg;CD27^+/-^ mice did not alter the expression of Foxp3 (**Figure 1B**) nor their suppressive capacity, whereas transient engagement enhanced its expression (**Figures 2B**, **5A** and **Supplemental Figure 4A**). The function of Eomes^+^ TIGIT^+^ Tregs remains to be determined but could be related to an increased cytotoxic mechanisms of suppression *in vivo*, as Eomes expression has been associated with enhanced cytotoxicity (41). Data in the literature show that Tregs, although dedicated to the inhibition of inflammatory responses, may produce IFN-γ. Although the consequence of this production is not entirely clear, a few reports indicate that Treg cell intrinsic IFN-γ production was required for their immunosuppressive function (42–44).

### Effect of CD27 engagement on Tconvs

The effect of CD27/CD70 interaction on the function of Tconvs is in agreement with previous studies, showing a preferential differentiation toward the Th1/cytotoxic lineages, as assessed by the expression of cytokines, transcription factors, chemokines and chemokine receptors involved in type 1 inflammation (9, 12, 18, 42–44). Of note, our data further show that a population of Eomes^+^ TIGIT^+^ Tconvs expands, representing 30% of Tconvs, and produces IFN-γ, and some IL-10. Our data are in accordance with a previous report showing that TIGIT^+^ CD4^+^ T cells exhibited defects in effector function, i.e. were poor producers of IL-2 and TNF-α, but produced high levels of IFN-γ (45). The role of the inhibitory receptor TIGIT remains undetermined but could be related to the exhaustion of CD4^+^ T cells chronically activated *via* CD27. Eomes was strongly upregulated in CD4^+^ Tconvs of CD11c-*Cd70*tg;CD27^+/-^ mice (3,2 log_2_ FC). This transcription factor, a paralogue of T-bet, appears to complement T-bet in triggering IFN-γ in T lymphocytes (46) and was involved in the differentiation of cytotoxic CD4^+^ T cells. 

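*Eomes* lies on chromosome 9 of mm10, from 118478212 to 118486132, and the annotated *Gm33460* overlaps 2.84% of its exon length on the opposite strand. In Tconvs its value per 20 M reads was 305 ± 66.5 in control and 3100 ± 409 in CD70 Tg mice (SD, n = 2 each), a log2 fold change of 3.33 (standard error 0.19, adjusted p = 4.2e-09, limma). In Tregs it rose from 84 ± 12.7 to 1500 ± 62.9 (SD, n = 2 each), a log2 fold change of 4.09 (standard error 0.19, adjusted p = 2.2e-09). The difference of 0.76 between the subsets had an adjusted p-value of 0.26. Over the alternative settings the change in Tconvs stayed between 3.27 and 3.35, and with 1 library left out at a time between 3.11 and 3.55.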

Curran et al. (41) have shown that the activation of TNFR family receptors, in particular 4-1BB and to a lesser extent CD27, upregulated Eomes on CD4^+^ T lymphocytes. 

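In Tconvs, *Gzmb* (chromosome 14 of mm10, 56258838 to 56262260) rose from 61.5 ± 14.8 in control to 2130 ± 1140 in CD70 Tg mice per 20 M reads (SD, n = 2 each). The log2 fold change was 4.91 (standard error 0.29, adjusted p = 5.6e-09, limma). It exceeded that in Tregs, by a difference of -3.10 for Tregs minus Tconvs (standard error 0.41, adjusted p = 8.7e-04, with a range of 0.00012 to 0.23 over the alternative settings). *Nkg7* (chromosome 7, 43437073 to 43438249) rose in Tconvs from 786 ± 60.1 to 10300 ± 948 (SD, n = 2 each), a log2 fold change of 3.70 (standard error 0.16, adjusted p = 7.9e-10). The difference between the subsets was -0.50 for *Nkg7* (adjusted p = 0.46).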

Eomes^+^ KLRG1^+^ CD4 T cells displayed cytotoxic properties and expressed Granzyme B. Similarly, Tconvs in CD11c-*Cd70*tg;CD27^+/-^ mice expressed granzyme B, natural killer cell granule protein 7 (NKG7), a regulator of granule exocytosis and a promoter of IFN-γ production in Th1 cells (47). There is some evidence that these killer CD4^+^ T cells may control the development of virus associated malignancies, an observation in line with the increased susceptibility of EBV-proliferative diseases in CD27-deficient patients (48, 49). Accordingly, CD70 has been shown to play a dominant role in both CD4 and CD8 EBV-mediated CTL generation (50).

### Pathophysiology of deregulated CD70 expression

The overt inflammation in CD11c-*Cd70*tg;CD27^+/-^ is reminiscent of similar data by Borst and colleagues who reported that mice with transgenic expression of CD70 on dendritic cells or B cells displayed a progressive pathology, i.e. a shift of Tconvs to an effector phenotype in absence of deliberate immunization and ultimately a lethal combined T and B cell immunodeficiency (9, 17, 51). These observations are intriguing, as a series of findings concur with a role for CD27 in increasing the regulatory function of Tregs. Indeed, we and others have shown that CD27 co-stimulation increases the proliferation/stability (as assessed by enhanced Foxp3 expression) of Tregs (52). In agreement with this concept, CD27 engagement led to an increased expression of inhibitory receptors that should in principle favor their suppressive capacity, accompanied by a moderate (1,5 fold) upregulation of IRF8, a transcription factor known to act as a “stabilisator” for Th1-suppressing Tregs (53). It is therefore presently unclear whether Tregs from CD11c-CD70^tg^;CD27^+/-^ contribute to the overall pathology (via the production of pro-inflammatory cytokines such as IFN-γ) or fail to adequately control the activity of CD27-activated Tconvs in these mice. 

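*Irf8* (chromosome 8 of mm10, 120736358 to 120756694) rose in Tregs from 900 ± 91.2 in control to 2610 ± 213 in CD70 Tg mice per 20 M reads (SD, n = 2 each). The log2 fold change was 1.53 (standard error 0.21, adjusted p = 2.5e-04, limma) and stayed between 1.43 and 1.63 with 1 library left out at a time. On the scale tested this is 2.89-fold, whereas the number in the paper's text is given as a fold. The paper's supplementary table gives a log2 fold change of 1.56 in Tregs. In Tconvs *Irf8* rose from 354 ± 70 to 880 ± 335 (SD, n = 2 each), a log2 fold change of 1.26 (standard error 0.21, adjusted p = 7.3e-04), and the difference of 0.27 between the subsets had an adjusted p-value of 0.82.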

Altered expression of chemokine receptors affecting the tissue sublocalisation of Tregs and/or a partial resistance of Tconvs to Tregs conferred by CD27 engagement represent possible explanations for the overt inflammation observed in CD11c-*Cd70*tg;CD27^+/-^ mice. Additional experiments will be required to better characterize the capacity of Tregs to prevent inflammatory reactions *in vivo* following chronic and acute CD27 stimulation.

### Importance of the CD27/CD70 pathway in Tregs

Costimulatory signals play an important role in Treg development and function. However, while CD28 appears to be required for both development (54) and expression of effector function in Tregs (55). CD27 engagement appears to promote the expansion, survival, stability and migration of Tregs into inflammatory sites, with little to no effect on intrinsic Treg suppressive capacity (see (56) for a review and our own observations indicating a lack of autoimmune disorder in mice selectively lacking CD27 expression in Tregs (data not shown)). The precise identification of the CD70-expressing cell population delivering these survival signals remains to be firmly established, since CD70 can be expressed by a wide variety of immune cells including APCs and activated T and B lymphocytes. The present data (using a transgenic mouse strain in which CD70 is selectively overexpressed by CD11c-positive cells) strongly suggest that dendritic cells, known to be a preferred target of Treg-mediated regulation (56, 57), represent an important source of CD27 signaling (9). Importantly, the sole expression of CD70 by immature DCs was shown to regulate immunity versus tolerance, highlighting the critical role of CD27-CD70 interactions at the interface between T cell and DC Our observations are in line with previous reports showing that the CD27/CD70 pathway triggers Treg development in thymic niches by rescuing differentiating cells from apoptosis (18), induces Treg accumulation in solid tumors in mice (58) and supports the generation of Tregs involved in the control of type 1 diabetes in NOD mice (59). However, these results differ from a previous report by Jannie Borst’s group showing that CD27 agonism did not induce Treg expansion (27) in a murine model of therapeutic vaccination to tumor. Most studies, including ours, found no difference in the *in vitro* suppressive function of Tregs from CD70-intact and deficient mice (18) or upon CD27 triggering (59).

In addition to this intrinsic effect on Tregs, we have shown previously that CD27^+^ Tregs have the capacity to inhibit the expression of CD70 on DCs, a mechanism reminiscent of the trans-endocytosis reported for CTLA-4/CD80-CD86, thereby restricting the availability of costimulatory signals in the local environment (57).

The respective roles of both costimulatory pathways on Tregs remain elusive. Some similarity includes their non redundant role in thymic development and homeostasis in the periphery. Of note, there seems to be a consensus in the literature indicating a predominant role of CD27 signaling in Treg development and survival over function, in agreement with our own observations.

## Conclusion

In conclusion, the data shown herein demonstrate that CD27 engagement favors the differentiation of CXCR3^+^ type 1-Tconvs and Tregs. Global transcriptional profiling of Tregs from Eomes Tg and CD11c-*Cd70*tg;CD27^+/-^ mice revealed a strong convergence between them as well as with CXCR3^+^ Tregs (22). However, the transcription factor Eomes appears dispensable for anti-CD27-induced Treg activation, an observation in line with reports suggesting functional redundancy and/or cooperativity between T-bet and Eomes (for review, see (60, 61)). The biological role of these type-1 Tregs *in vivo* remains to be determined but could be related to a unique, non-redundant function to control inflamed peripheral tissues and to support memory T cell differentiation in peripheral tissues. Thus, the CD27/CD70 pathway may contribute to the onset of inflammation and its resolution, i.e. the transition from effector to memory responses.

## Limitations of the study

Our observations suggest that CD27 engagement potentiates the anti-inflammatory capacity of Tregs. However, this statement is based essentially on their phenotype, gene expression and *in vitro* tests of suppressive activity. Future investigations should include an evaluation of their capacity to control inflammatory responses *in vivo* in various inflammatory models. Another approach could be based on the use of CD27^fl/fl^ mice (available in our laboratory) to selectively deplete CD27^+^ Tregs *in vivo* and assess their role in physiological and pathological immune responses. Finally, data should be interpreted with caution because the constitutive CD27-CD70 interaction affected T cell homeostasis and induced a progressive state of lethal immunodeficiency.

## Material and methods

### Mice

Wild-type C57Bl/6 mice were purchased from Envigo. CD11c-*Cd70*tg;CD27^-/-^ and CD27^-/-^ mice were kindly provided by Jannie Borst (NKI, Amsterdam) and crossed to Foxp3^eGFP^ mice from Alexander Rudensky (Memorial Sloan-Kettering Cancer Center), kindly provided by Professor Adrian Liston, to generate CD11c-*Cd70*tg;CD27^+/-^ Foxp3 reporter mice and CD27^+/-^ control mice. hCD2-Eomes^tg^ mice were generated as previously described (31). The Eomes floxed mice (B6.129S1(Cg)-*Eomes^tm1.1Bflu^*/J -Strain #:017293) were crossed onto CD4^Cre^ mice, both purchased from The Jackson Laboratory.

Mice were bred and maintained in a temperature-controlled (23 °C) animal care facility with free access to food and water and used at 6 to 8 weeks of age. The experiments were carried out in accordance with the relevant European laws and institutional guidelines. All experiments were performed in compliance with the relevant laws and institutional guidelines from the Animal Care and Use Committee of the Institute for Molecular Biology and Medicine (IBMM, ULB).

### Isolation of immune cells and cell sorting

Spleens were dissected from mouse spleen using 70µm cell strainers (Falcon) and further processed under sterile conditions. Single-cell suspensions were rinsed-out with RPMI-1640 (Lonza) supplemented with 10% (vol/vol) fetal calf serum (FCS), 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, 40 mM β-mercaptoethanol, 100 U ml−1of penicillin, and 100 U ml−1of streptomycin (all reagents from Lonza).

CD4^+^ cells were purified by negative selection with magnetic depletion of B cells, macrophages, DCs, NK cells, granulocytes and CD8^+^ cells using a cocktail of biotinylated antibodies (anti-CD49b, DX5, eBiosciences; anti-GR1, RB6-8C5, produced in house; anti-Ter119, BioXCell; anti-CD11c, N418, produced in house; anti-CD19, BioXCell; anti-CD8β, H35, produced in house; anti-CD25, PC61.5, eBiosciences (used for Tconv-but not Treg- purification); anti-MHCII, M5/114.15.2, eBiosciences). Cells were recuperated after flow-through the magnetic column, with previous incubation with anti-biotin Microbeads (Miltenyi Biotec). Untouched cells were stained to exclude dead cells and incubated with Fc receptor-blocking antibodies CD16/32 (Fc block; BD Pharmingen) and surface staining antibody CD3^+^ and CD4^+^. Tconvs and Tregs were identified in FSC/SSC-low-to-moderate and sorted as GFP^-^ or GFP^+^ respectively using a BD FACSAria III.

### Flow cytometry

Single-cell suspensions were stained to exclude dead cells with live/dead fixable violet dead cell stain kit (Life technologies), incubated with Fc receptor-blocking antibodies CD16/32 (Fc block; BD Pharmingen), to block non-specific binding, followed by standard surface staining with fluorochrome-conjugated antibodies listed in **Table 1**. For intracellular staining, cells were fixed and permeabilized for 25 min with eBioscience™Foxp3/Transcription Factor Staining Buffer Set, Life Technologies) before intranuclear/intracytoplasmic staining.

**Table 1:** List of reagents and resources.

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Agonistic anti-CD27mAb (Rat anti-mouse RM7-3E5)	(Sakanishi &Yagita, 2010)	N/A
CD4 Alexa Fluor 700 (Rat anti-mouse RM4-5**)**	BD Biosciences	Cat #:557956
CD4 Pacific Blue (Rat anti-mouse(RM4-5)	BD Biosciences	Cat #: 558107
CD27 Pe-Cyanine7 (Rat anti-mouse LG7F9)	Thermo Fisher	Cat #: 25-0271-82
CD70 PerCP-eFluor710 (Rat anti-mouse FR70)	Thermo Fisher	Cat #:46-0701-82
CD90.1 PerCP-Cyanin5.5 (Mouse anti-mouse OX-7)	Biolegend	Cat #: 202516
CD152 APC (Rat anti-mouse UC10-489)	Thermo Fisher	Cat #: 17-1522-8
CD183 APC (Hamster anti-mouse CXCR3-183)	BD Biosciences	Cat #: 562266
CD278 PE (Armenian Hamster anti-mouse C398.4A)	BD Biosciences	Cat #: 565669
CD279 APC (Hamster anti-mouse J43)	BD Biosciences	Cat #: 562671
EOMES PE (Rat anti-mouse Dan11mag)	Thermo Fisher	Cat #: 12-4875-82
FOXP3 APC (Rat anti-mouse FJK-16s)	Thermo Fisher	Cat #: 17-5773-82
FOXP3 FITC (anti-mouse/rat FJK-16s)	Thermo Fisher	Cat #: 11-5773-82
IgG Purified Immunoglobulin	Sigma Aldrich	Cat#: I-8015
IL10 BV421 (Rat anti-mouse JES5-16E3)	BD Biosciences	Cat #: 566295
IL10 PE (Rat anti-mouse JES5-16E3)	BD Biosciences	Cat #: 554467
IFNγ APC (Rat anti-mouse XMG1.2)	BD Biosciences	Cat #: 554413
IFNγ BrillantViolet605 (Rat anti-mouse XMG1.2)	Biolegend	Cat #: 505839
Ki67 Alexa Fluor 700 (Rat anti-mouse B56)	BD Biosciences	Cat #: 561277
Tbet Pe (mouse anti-mouse/human eBio4B10)	Thermo Fisher	Cat #: 12-5825-82
TCRβ Chain PerCP-Cyanine 5.5 (Hamster anti-mouse) H57-597	BD Biosciences	Cat #: 560657
TIGIT PerCP-eFluor710 (Rat anti-mouse GIGD7)	Thermo Fisher	Cat #: 46-9501-80
Chemicals, Peptides, and Recombinant Proteins		
Live/dead stain	Thermo Fisher	Cat#: L34976
PMA	Sigma Aldritch	Cat#: P8139
Ionomycin	Sigma Aldritch	Cat#: I0634
Brefeldin A	Thermo Fisher	Cat#: 00-4506-51
Critical Commercial Assays		
eBioscience Fixation/Perm diluent	Thermo Fisher	Cat#:00-05223-56
eBioscience Fixation/Permeabilization concentrate	Thermo Fisher	Cat#: 00-5213-43
Permeabilization Buffer 10x	Thermo Fisher	Cat#: 00-8333-56
BD Perm/Wash	BD Biosciences	Cat#: 51-2091KZ
BD CytoFix/cytoperm	BD Biosciences	Cat#: 51-2090KZ
Experimental Models: Organisms/Strains		
Mouse: CD11c-Cd70^tg^;CD27^-/-^	(9)	N/A
Mouse: CD27^-/-^	(9)	N/A
Mouse: C57BL/6JOlaHsd	Envigo	Stock#: 5704F
Mouse: Foxp3^eGFP^	(63)	
Software and Algorithms		
FlowJo software version 9.6.4	Tree Star	N/A
GraphPad Prism 6	GraphPad software	N/A
Other		
BD FACS Aria III	BD Biosciences	N/A
BD Canto II	BD Biosciences	N/A

### Intracellular cytokine detection

For intracellular staining of IFN-γ and IL-10, cells were restimulated in triplicates in 96-well tissue culture plate for 4 h at 37°C, 5% CO2 with 50ng/ml phorbol 12-myristate 13-acetate (PMA) (Sigma) and 1μg/ml ionomycin in the presence of 3μg/ml of an inhibitor of intracellular protein transport BrefeldinA (eBioscience) prior to staining. After 4h, cells were stained for dead cells and surface markers as described previously and then fixed (PFA 2%) during 30min and permeabilized and intracellular stained in Triton 0.1% (diluted on BSA 0.5%). Cells were incubated with directly-conjugated cytokine-specific antibodies diluted in the corresponding permeabilization buffer for 30min and were washed in PBS before FACS analysis.

### *In vivo* treatment

Agonistic anti-CD27 mAb treatment: mice were injected i.p. with 100 or 200µg of agonistic anti-CD27 mAb (BioXCell BE0348), at days 0 and 3, or isotype control (BioXCell BE0089). Spleen cells were analyzed e*x vivo* by flow cytometry at day 6.

### Treg cell transfer

CD4^+^ Treg cell were enriched from the splenocyte suspension using magnetic microbeads-based CD4^+^ T cell isolation kit (MiltenyiBiotec) and MACS LS Columns (MiltenyiBiotec) according to the manufacturer’s instructions. Following separation, CD4^+^ T cells were stained with anti-CD4 Pacific Blue (BD Pharmingen). 5 x 10^5^ Tregs sorted as CD4^+^ FOXP3^+^ from FOXP3^GFP^ CD90.1 mice were injected i.v. into CD11c-CD70^tg^;CD27^-/-^, WT or CD27^-/-^ (C57BL/6) recipients. Spleen cells were analyzed by flow cytometry 7 days later.

### CFSE-proliferation suppression assay

Fresh splenic conventional T cells were sorted as CD4^+^CD25^−^ from C57BL/6 mice. Tregs were sorted from Foxp3^eGFP^ as CD4^+^CD90.1^+^GFP^+^. For carboxyfluorescein succinimidyl ester (CFSE) labelling, purified CD4^+^ T cells were resuspended in 10μg/ml of CFSE (Molecular Probes) for 10^7^ cells for 10min at 37°C in dark in RPMI-1640 0% FBS and were washed in cold RPMI-FCS 10% to neutralize CFSE action. 4×10^4^ CFSE-labeled CD4^+^CD25^−^ GFP^-^ T cells were incubated with 10^5^ irradiated splenocytes (2000 rad) with or without addition of Treg cells at the indicated ratios, and stimulated with 0.5μg/ml soluble anti-CD3 (2C11) for 72 h. Dividing cells were identified by CFSE dilution on FACS analysis.

### RNA purification and RNA sequencing

We extracted RNA from 2x10^5^ sorted CD4^+^ Foxp3^-^ or CD4^+^ Foxp3^+^ populations in CD11c-*Cd70*tg;CD27^+/-^ Foxp3 reporter mice and CD27^+/-^ mice (in duplicates), and RNA from 2x10^5^ sorted CD4^+^ CD25^+^ in hCD2-Eomes^tg^ mice and wild-type C57Bl/6 mice (in triplicate) using RNeasy Plus Mini kit according to manufacturer’sinstructions (Qiagen), and sample quality was tested on a 2100 Bioanalyzer (Agilent).

Libraries were prepared using Ovation SoLo RNA-Seq System (NuGEN Technologies) and underwent paired-end sequencing (25 × 10^6^ paired-end reads/sample, NovaSeq 6000 platform) performed by BRIGHTcore ULB-VUB, Belgium (http://www.brightcore.be). Adapters were removed with Trimmomatic-0.36. Reads were mapped to the reference genome mm10 using STAR_2.5.3 software with default parameters and sorted according to chromosome positions and indexed the resulting BAM files. Read counts were obtained using HTSeq-0.9.1. Genes with no raw read count, less than or equal to 10 in at least 1 sample were filtered out with an R script. Raw read counts were normalized, and a differential expression analysis was performed with DESeq2 by applying an adjusted *P* < 0.05 and an absolute log_2_ ratio larger than 1.

#### Data availability

RNA-Seq data that support the findings reported in this study have been deposited in the GEO Repository with the accession code no. GSE214395.

### Gene ontology analysis

We introduced gene lists resulting from differential analysis between different groups to clusterProfiler v3.16 R package (62). We used the comparison function to compare gene lists and determined any kind of gene-ontology association.

### Statistical analysis

Statistical analyses were performed using Prism6 (GraphPad Software, La Jolla, CA) and R (version 4.2.0). Unpaired t-test was used to determine statistical differences followed by FDR correction for multiple comparisons

Flow cytometry t-SNE plots of **Figures 1B**, **3B** show a pool of 8 mice. Other data are shown as boxplot displaying the distribution of data (the minimum, first quartile, median, third quartile, and maximum). In **Figures 1A**, **2**, **3A**, **4**, **5**, ‘‘n’’ indicates the number of mice per group. For each figure, the number of experiments performed is indicated. A p-value ≤ 0.05 was considered significant and is denoted in figures as follows: ∗, p < 0.05; ∗∗, p < 0.01; ∗∗∗, p < 0.001. No animal or sample was excluded from the analysis.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE214395.

## Ethics statement

The animal study was reviewed and approved by Animal Care and Use Committee of the Institute for Molecular Biology and Medicine (IBMM, ULB).

## Author contributions

NB-A, VA, AA, GO, OL, SG and MM designed the study and analyzed the data. NB-A and VA performed most experiments with the help of AA. HY provided reagents. OL, SG, GO and MM supervised the study. MM wrote the manuscript with the help of OL, SG and GO. All authors contributed to the article and approved the submitted version.

## References

[1] ChangYHWangKCChuKLClouthierDLTranATTorres PerezMS. Dichotomous expression of TNF superfamily ligands on antigen-presenting cells controls post-priming anti-viral CD4+ T cell immunity. Immunity (2017) 47(5):943–958.e9. doi: 10.1016/j.immuni.2017.10.014 29150240

[2] HintzenRQLensSMLammersKKuiperHBeckmannMPvan LierRA. Engagement of CD27 with its ligand CD70 provides a second signal for T cell activation. J Immunol (1995) 154(6):2612–23. doi: 10.4049/jimmunol.154.6.2612 7876536

[3] HendriksJXiaoYBorstJ. CD27 promotes survival of activated T cells and complements CD28 in generation and establishment of the effector T cell pool. J Exp Med (2003) 198(9):1369–80. doi: 10.1084/jem.20030916 PMC219424514581610

[4] YamadaASalamaADShoMNajafianNItoTFormanJP. CD70 signaling is critical for CD28-independent CD8 + T cell-mediated alloimmune responses *In vivo* . J Immunol (2005) 174(3):1357–64. doi: 10.4049/jimmunol.174.3.1357 15661893

[5] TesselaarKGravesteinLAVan SchijndelGMWBorstJVan LierRAW. Characterization of murine CD70, the ligand of the TNF receptor family member CD27. J Immunol (1997) 159(10):4959–65. doi: 10.4049/jimmunol.159.10.4959 9366422

[6] TesselaarKXiaoYArensRvan SchijndelGMSchuurhuisDHMebiusRE. Expression of the murine CD27 ligand CD70 *in vitro* and in vivo. JImmunol (2003) 170(1):33–40. doi: 10.4049/jimmunol.170.1.33 12496380

[7] ArensRNolteMATesselaarKHeemskerkBReedquistKAvan LierRAW. Signaling through CD70 regulates b cell activation and IgG production. J Immunol (2004) 173(6):3901–8. doi: 10.4049/jimmunol.173.6.3901 15356138

[8] SanchezPJMcWilliamsJAHaluszczakCYagitaHKedlRM. Combined TLR/CD40 stimulation mediates potent cellular immunity by regulating dendritic cell expression of CD70 in vivo. J Immunol [Internet] (2007) 178(3):1564–72. doi: 10.4049/jimmunol.178.3.1564 17237405

[9] KellerAMSchildknechtAXiaoYvan den BroekMBorstJ. Expression of costimulatory ligand CD70 on steady-state dendritic cells breaks CD8+ T cell tolerance and permits effective immunity. Immunity (2008) 29(6):934–46. doi: 10.1016/j.immuni.2008.10.009 19062317

[10] AkibaHNakanoHNishinakaSShindoMKobataTAtsutaM. CD27, a member of the tumor necrosis factor receptor superfamily, activates NF-kappaB and stress-activated protein kinase/c-jun n-terminal kinase *via* TRAF2, TRAF5, and NF-kappaB-inducing kinase. J Biol Chem (1998) 273(21):13353–8. doi: 10.1074/jbc.273.21.13353 9582383

[11] SoaresHWaechterHGlaichenhausNMougneauEYagitaHMizeninaO. A subset of dendritic cells induces CD4+ T cells to produce IFN-gamma by an IL-12-independent but CD70-dependent mechanism in vivo. J Exp Med (2007) 204(5):1095–106. doi: 10.1084/jem.20070176 PMC211857417438065

[12] van OosterwijkMFJuwanaHArensRTesselaarKvan OersMHJElderingE. CD27-CD70 interactions sensitise naive CD4+ T cells for IL-12-induced Th1 cell development. Int Immunol (2007) 19(6):713–8. doi: 10.1093/intimm/dxm033 17548342

[13] PeperzakVVeraarEAMKellerAMXiaoYBorstJ. The pim kinase pathway contributes to survival signaling in primed CD8+ T cells upon CD27 costimulation. J Immunol (2010) 185(11):6670–8. doi: 10.4049/jimmunol.1000159 21048108

[14] Van GisbergenKPJMKlarenbeekPLKragtenNAMUngerP-PANieuwenhuisMBBWensveenFM. The costimulatory molecule CD27 maintains clonally diverse CD8 + T cell responses of low antigen affinity to protect against viral variants. Immunity (2011) 35:97–108. doi: 10.1016/j.immuni.2011.04.020 21763160

[15] FeauSGarciaZArensRYagitaHBorstJSchoenberger andSP. The CD4 + T-cell help signal is transmitted from APC to CD8 + T- cells *via* CD27–CD70 interactions. J Immunother. (2012) 35(9):651–60. doi: 10.1038/ncomms1948 PMC360688622781761

[16] TarabanVYRowleyTFKerrJPBuchanSL. CD27 costimulation contributes substantially to the expansion of functional memory CD8 + T cells after peptide immunization. Eur J Immunol (2013) 43(12):3314–23. doi: 10.1002/eji.201343579 24002868

[17] TesselaarKArensRvan SchijndelGMWBaarsPAvan der ValkMABorstJ. Lethal T cell immunodeficiency induced by chronic costimulation *via* CD27-CD70 interactions. Nat Immunol (2003) 4(1):49–54. doi: 10.1038/ni869 12469117

[18] CoquetJMRibotJCBąbałaNMiddendorpSvan der HorstGXiaoY. Epithelial and dendritic cells in the thymic medulla promote CD4+Foxp3+ regulatory T cell development *via* the CD27-CD70 pathway. J Exp Med (2013) 210(4):715–28. doi: 10.1084/jem.20112061 PMC362035023547099

[19] KochMATucker-HeardGPerdueNRKillebrewJRUrdahlKBCampbellDJ. The transcription factor T-bet controls regulatory T cell homeostasis and function during type 1 inflammation. Nat Immunol (2009) 10(6):595–602. doi: 10.1038/ni.1731 19412181PMC2712126

[20] KimBLuHIchiyamaKJinWChangSHDongC. Generation of ROR g t + antigen-specific T regulatory 17 cells from Foxp3 + precursors in autoimmunity. CellReports (2017) 21(1):195–207. doi: 10.1016/j.celrep.2017.09.021 PMC571635928978473

[21] LevineAGMedozaAHemmersSMoltedoBNiecRESchizasM. Stability and function of regulatory T cells expressing the transcription factor T-bet. Nature (2017) 546(7658):421–5. doi: 10.1038/nature22360 PMC548223628607488

[22] LittringerKMoresiCRakebrandtNZhouXSchorerMDolowschiakT. Common features of regulatory T cell specialization during Th1 responses. Front Immunol (2018) 9(JUN):1–15. doi: 10.3389/fimmu.2018.01344 29951069PMC6008317

[23] BrockerTRiedingerMKarjalainenK. Targeted expression of major histocompatibility complex (MHC) class II molecules demonstrates that dendritic cells can induce negative but not positive selection of thymocytes in vivo. J Exp Med (1997) 185(3):541–50. doi: 10.1084/jem.185.3.541 PMC21960439053454

[24] RubtsovYPNiecRJosefowiczSLiLDarceJBenoistC. Stability of the regulatory T cell lineage in vivo. Sci (80- ) (2010) 329(5999):1667–71. doi: 10.1126/science.1191996 PMC426215120929851

[25] BurchillMATamburiniBAKedlRM. T Cells compete by cleaving cell surface CD27 and blocking access to CD70 bearing APCs. Eur J Immunol (2015) 45(11):3140–9. doi: 10.1002/eji.201545749 PMC467430526179759

[26] SakanishiTYagitaH. Anti-tumor effects of depleting and non-depleting anti-CD27 monoclonal antibodies in immune-competent mice. Biochem Biophys Res Commun (2010) 393(4):829–35. doi: 10.1016/j.bbrc.2010.02.092 20171165

[27] AhrendsTBabałaNXiaoYYagitaHVan EenennaamHBorstJ. CD27 agonism plus PD-1 blockade recapitulates CD4+T-cell help in therapeutic anticancer vaccination. Cancer Res (2016) 76(10):2921–31. doi: 10.1158/0008-5472.CAN-15-3130 27020860

[28] Guan TanTMathisDBenoistC. Singular role for T-BET + CXCR3 + regulatory T cells in protection from autoimmune diabetes. PNAS (2016) 113(49):14103–8. doi: 10.1073/pnas.1616710113 PMC515037627872297

[29] KochMAThomasKRPerdueNRSmigielKSSrivastavaSCampbellDJ. T-Bet+ treg cells undergo abortive Th1 cell differentiation due to impaired expression of IL-12 receptor β2. Immunity (2012) 37(3):501–10. doi: 10.1016/j.immuni.2012.05.031 PMC350134322960221

[30] CoquetJMMiddendorpSvan der HorstGKindJVeraarEAMXiaoY. The CD27 and CD70 costimulatory pathway inhibits effector function of T helper 17 cells and attenuates associated autoimmunity. Immunity (2013) 38(1):53–65. doi: 10.1016/j.immuni.2012.09.009 23159439

[31] IstacesNSplittgerberMLima SilvaVNguyenMThomasSLeA. EOMES interacts with RUNX3 and BRG1 to promote innate memory cell formation through epigenetic reprogramming. Nat Commun (2019) 10(1):3306. doi: 10.1038/s41467-019-11233-6 31341159PMC6656725

[32] PaustHJRiedelJHKrebsCFTurnerJEBrixSRKrohnS. CXCR3+ regulatory T cells control TH1 responses in crescentic GN. J Am Soc Nephrol. (2016) 27(7):1933–42. doi: 10.1681/ASN.2015020203 PMC492696626534920

[33] MuthSKlaricARadsakMSchildHProbstHC. CD27 expression on treg cells limits immune responses against tumors. J Mol Med (2022) 100(3):439–49. doi: 10.1007/s00109-021-02116-9 PMC884390534423375

[34] PaceLTempezAArnold-SchraufCLemaitreFBoussoPFetlerL. Regulatory T cells increase the avidity of primary CD8+ T cell responses and promote memory. Sci (80- ). (2012) 338(6106):532–6. doi: 10.1126/science.1227049 23112334

[35] KaliaVPennyLAYuzefpolskiyYBaumannFMSarkarS. Quiescence of memory CD8+ T cells is mediated by regulatory T cells through inhibitory receptor CTLA-4. Immunity (2015) 42(6):1116–29. doi: 10.1016/j.immuni.2015.05.023 26084026

[36] LaidlawBJCraftJKaechSM. The multifaceted role of CD4+ T cells in the regulation of CD8+ T cell memory maturation. Nat Rev Immunol (2016) 16(2):102–11. doi: 10.1038/nri.2015.10 PMC486001426781939

[37] FerreiraCBarrosLBaptistaMBlankenhausBBarrosAFigueiredo-CamposP. Type 1 treg cells promote the generation of CD8+ tissue-resident memory T cells. Nat Immunol (2020) 21(7):766–76. doi: 10.1038/s41590-020-0674-9 32424367

[38] ChenFXuYChenYShanS. TIGIT enhances CD4+ regulatory T-cell response and mediates immune suppression in a murine ovarian cancer model. Cancer Med (2020) 9(10):3584–91. doi: 10.1002/cam4.2976 PMC722143832212317

[39] SatoKYamashita-KanemaruYAbeFMurataRNakamura-ShinyaYKanemaruK. DNAM-1 regulates Foxp3 expression in regulatory T cells by interfering with TIGIT under inflammatory conditions. Proc Natl Acad Sci U.S.A. (2021) 118(21):e2021309118. doi: 10.1073/pnas.2021309118 34011606PMC8166105

[40] LuparEBrackMGarnierLLaffontSRauchKSSchachtrupK. Eomesodermin expression in CD4 ^+^ T cells restricts peripheral Foxp3 induction. J Immunol (2015) 195(10):4742–52. doi: 10.4049/jimmunol.1501159 26453746

[41] CurranMAGeigerTLMontalvoWKimMReinerSLAl-ShamkhaniA. Systemic 4-1BB activation induces a novel T cell phenotype driven by high expression of eomesodermin. J Exp Med (2013) 210(4):743–55. doi: 10.1084/jem.20121190 PMC362035223547098

[42] SawitzkiBKingsleyCIOliveiraVKarimMHerberMWoodKJ. IFN-γ production by alloantigen-reactive regulatory T cells is important for their regulatory function in vivo. J Exp Med (2005) 201(12):1925–35. doi: 10.1084/jem.20050419 PMC221202815967822

[43] KoeneckeCLeeC-WThammKFöhseLSchafferusMMittrückerH-W. IFN-γ production by allogeneic Foxp3+ regulatory T cells is essential for preventing experimental graft-versus-Host disease. J Immunol (2012) 189(6):2890–6. doi: 10.4049/jimmunol.1200413 22869903

[44] DikiySRudenskyAY. Principles of regulatory T cell function. Immunity (2023) 56(2):240–55. doi: 10.1016/j.immuni.2023.01.004 36792571

[45] ZhangWAnyalebechiJCRamonellKMChenCWXieJLiangZ. TIGIT modulates sepsis-induced immune dysregulation in mice with preexisting malignancy. JCI Insight (2021) 6(11):e139823. doi: 10.1172/jci.insight.139823 34100383PMC8262279

[46] PearceELMullenACMartinsGAKrawczykCMHutchinsASZediakVP. Control of effector CD8+ T cell function by the transcription factor eomesodermin. Sci (80- ). (2003) 302(5647):1041–3. doi: 10.1126/science.1090148 14605368

[47] NgSSDe Labastida RiveraFYanJCorvinoDDasIZhangP. The NK cell granule protein NKG7 regulates cytotoxic granule exocytosis and inflammation. Nat Immunol (2020) 21(10):1205–18. doi: 10.1038/s41590-020-0758-6 PMC796584932839608

[48] AbolhassaniHEdwardsESJIkinciogullariAJingHBorteSBuggertM. Combined immunodeficiency and Epstein-Barr virus–induced b cell malignancy in humans with inherited CD70 deficiency. J Exp Med (2017) 214(1):91–106. doi: 10.1084/jem.20160849 28011864PMC5206499

[49] IzawaKMartinESoudaisCBruneauJBoutboulDRodriguezR. Inherited CD70 deficiency in humans reveals a critical role for the CD70-CD27 pathway in immunity to Epstein-Barr virus infection. J Exp Med (2017) 214(1):73–89. doi: 10.1084/jem.20160784 28011863PMC5206497

[50] ChoiIKWangZKeQHongMQianYZhaoX. Signaling by the Epstein–Barr virus LMP1 protein induces potent cytotoxic CD4+ and CD8+ T cell responses. Proc Natl Acad Sci United States America. (2018) 115:E686–95. doi: 10.1073/pnas.1713607115 PMC578991929311309

[51] ArensRTesselaarKBaarsPAVan SchijndelGMWHendriksJPalsST. Constitutive CD27/CD70 interaction induces expansion of effector-type T cells and results in IFNγ-mediated b cell depletion. Immunity (2001) 15(5):801–12. doi: 10.1016/S1074-7613(01)00236-9 11728341

[52] WinkelsHMeilerSLievensDEngelDSpitzCBürgerC. CD27 co-stimulation increases the abundance of regulatory T cells and reduces atherosclerosis in hyperlipidaemic mice. Eur Heart J (2017) 38(48):3590–9. doi: 10.1093/eurheartj/ehx517 29045618

[53] LeeWKimHSBaekSYLeeGR. Transcription factor IRF8 controls Th1-like regulatory T-cell function. Cell Mol Immunol (2016) 13(6):785–94. doi: 10.1038/cmi.2015.72 PMC510144626166768

[54] TangQHenriksenKJBodenEKAaronJYeJSubudhiSK. Cutting edge: CD28 controls peripheral homeostasis of CD4 + CD25 + regulatory T cells. J Immunol (2003) 171):3348–52. doi: 10.4049/jimmunol.171.7.3348 14500627

[55] ZhangRHuynhAWhitcherGChangJHMaltzmanJSTurkaLA. An obligate cell-intrinsic function for CD28 in tregs. J Clin Invest. (2013) 123(2):580–93. doi: 10.1172/JCI65013 PMC356181923281398

[56] WingJ. Co-Signaling molecules in neurological diseases. Adv Exp Med Biol (2019) 1189:233–65. doi: 10.1007/978-981-32-9717-3_9 31758537

[57] DhainautMCoquerelleCUzureauSDenoeudJAcoltyVOldenhoveG. Thymus-derived regulatory T cells restrain pro- inflammatory Th 1 responses by downregulating CD 70 on dendritic cells. EMBO J (2015) 34(10):1336–48. doi: 10.15252/embj.201490312 PMC449199525787857

[58] ClausCRietherCSchürchCMatterMSHilmenyukTOchsenbeinAF. CD27 signaling increases the frequency of regulatory T cells and promotes tumor growth. Cancer Res (2012) 72(14):3664–76. doi: 10.1158/0008-5472.CAN-11-2791 22628427

[59] YeCLowBEWilesMVBruskoTMSerrezeDVDriverJP. CD70 inversely regulates regulatory T cells and invariant NKT cells and modulates type 1 diabetes in NOD mice. J Immunol (2020) 205(7):1763–77. doi: 10.4049/jimmunol.2000148 PMC778736632868408

[60] PritchardGHKedlRMHunterCA. The evolving role of T-bet in resistance to infection. Nat Rev Immunol (2019) 19(6):398–410. doi: 10.1038/s41577-019-0145-4 30846856PMC7272213

[61] TakeuchiASaitoT. CD4 CTL, a cytotoxic subset of CD4+ T cells, their differentiation and function. Front Immunol (2017) 8(FEB):1–7. doi: 10.3389/fimmu.2017.00194 28280496PMC5321676

[62] YuGWangLGHanYHeQY. ClusterProfiler: An r package for comparing biological themes among gene clusters. Omi A J Integr Biol (2012) 16(5):284–7. doi: 10.1089/omi.2011.0118 PMC333937922455463

[63] FontenotJDRasmussenJPWilliamsLMDooleyJLFarrAGRudenskyAY. Regulatory T cell lineage specification by the forkhead transcription factor Foxp3. Immunity (2005) 22:329–41. doi: 10.1016/j.immuni.2005.01.016 15780990

# Supplementary material for: Chronic CD27-CD70 costimulation promotes type 1-specific polarization of effector Tregs
**Source:** Front Immunol. 2023 Mar 13;14:1023064. doi: 10.3389/fimmu.2023.1023064
**Supplement:** Supplementary file 3

## Supplemental figures

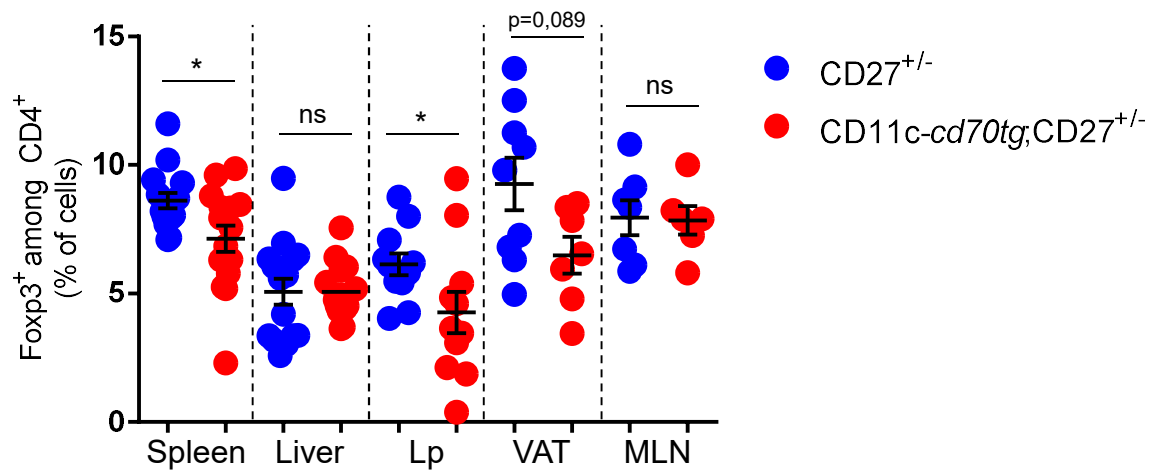

### Supplemental Figure 1: Distribution of Tregs in tissues of CD27<sup>+/-</sup> mice expressing or not CD70tg

Spleen, liver, lamina propria (Lp), visceral adipose tissue (VAT) and mesenteric lymph nodes (MLN) were harvested from CD27<sup>+/-</sup> or CD11c-cd70tg;CD27<sup>+/-</sup> mice at 8 to 12 wk of age. Treg frequency of the different compartments was evaluated by flow cytometry. A non-parametric Mann-Whitney U test was used to determine statistical differences (\*p<0.05; ns=not significant). Data are from 2 to 4 experiments with 2-4 mice per group.

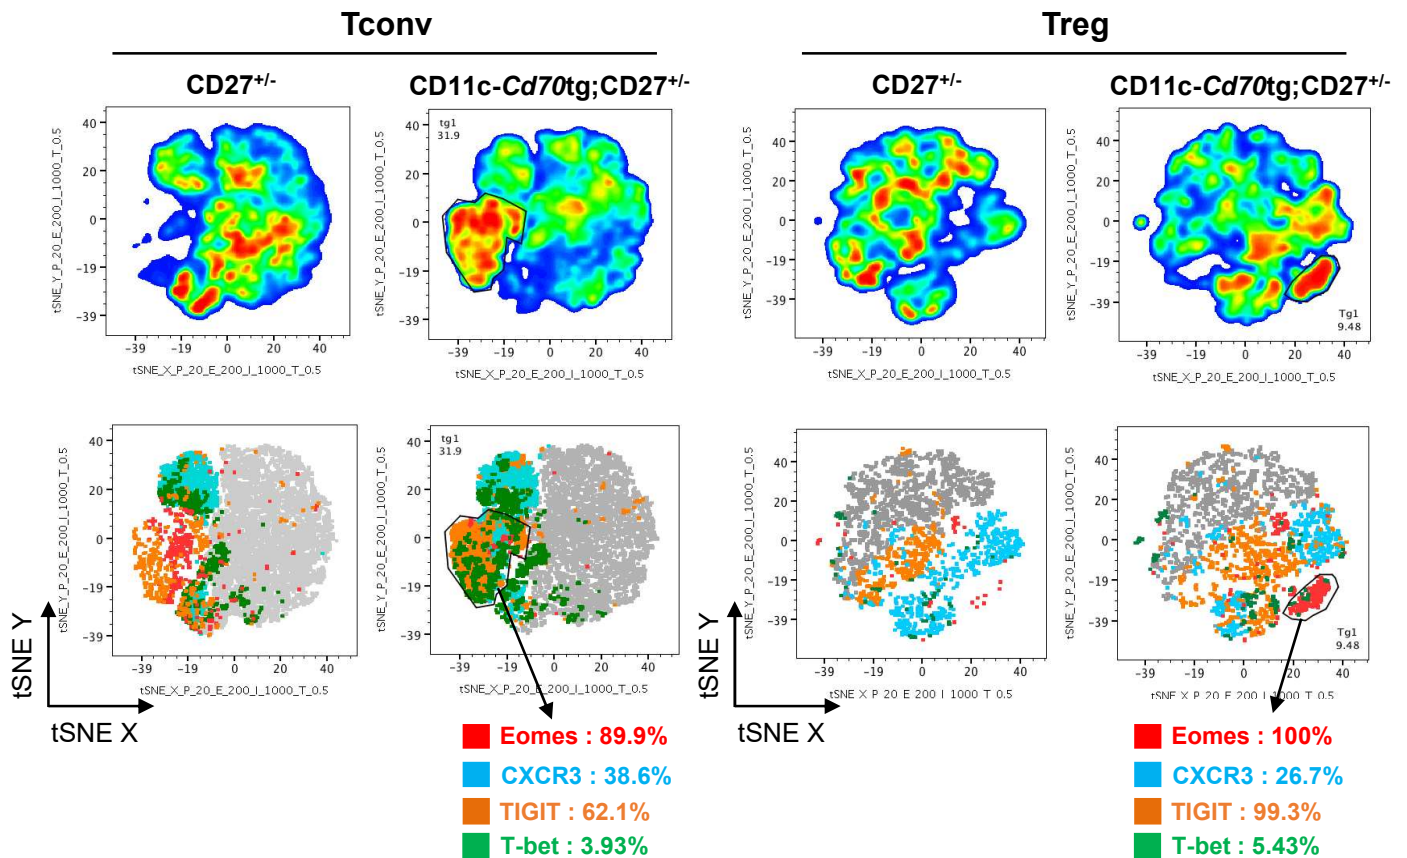

**Supplemental Figure 2 : CD27 engagement induces a novel Th1-like population on Tregs and Tconvs ; related to figure 1**

Spleen cells from CD27<sup>+/-</sup> mice expressing or not a *CD70*tg were harvested at 6-8 wk of age and stained *ex vivo* for proliferative Ki67 marker, and Th-1 like markers Eomes, Tbet, CXCR3 and Tigit expression among the new emerged population. Proportion of positive cells among viable CD4<sup>+</sup> Tregs and Tconvs. Representative merged (n =8) t-distributed stochastic neighbor embedding (t-SNE) plot after dimensionality reduction and unsupervised clustering of flow cytometry data from CD4<sup>+</sup> Tregs and Tconvs..

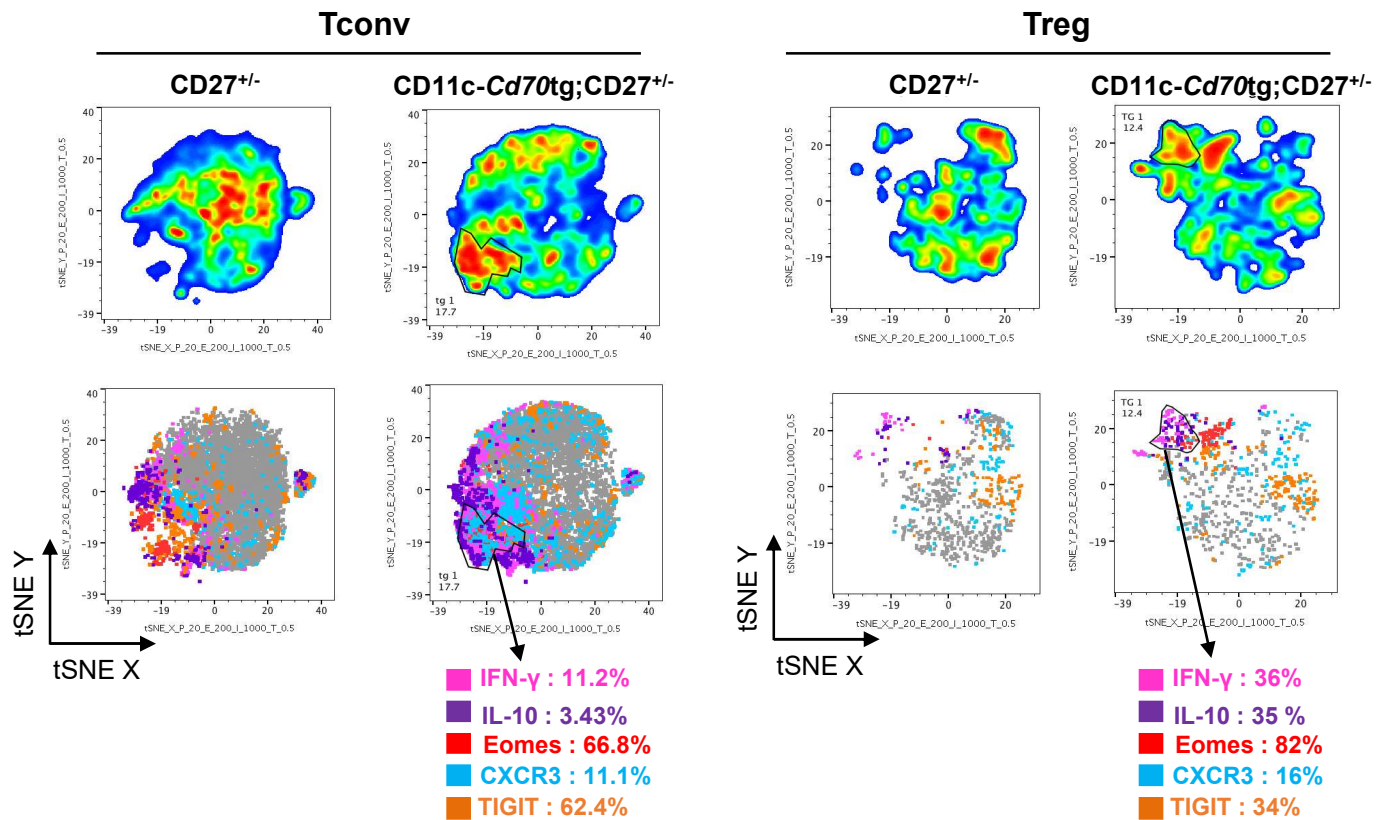

**Supplemental Figure 3 : Th1-effector cytokine production among Tregs and Tconvs from CD27<sup>+/-</sup> and CD11c-Cd70tg;CD27<sup>+/-</sup> mice ; related to figure 1**

Proportion of Tconvs (left) and Tregs (right) expressing IFN- $\gamma$  or IL-10 after short stimulation *in vitro* with phorbol myristate acetate (PMA)-ionomycin in the presence of brefeldin A. Data are shown as the percentage of cells expressing cytokines/markers in the novel population in CD11c-Cd70tg;CD27<sup>+/-</sup> mice. Representative merged (n = 8) t-SNE plots after dimensionality reduction and unsupervised clustering of flow cytometry data from Tconvs and Tregs.

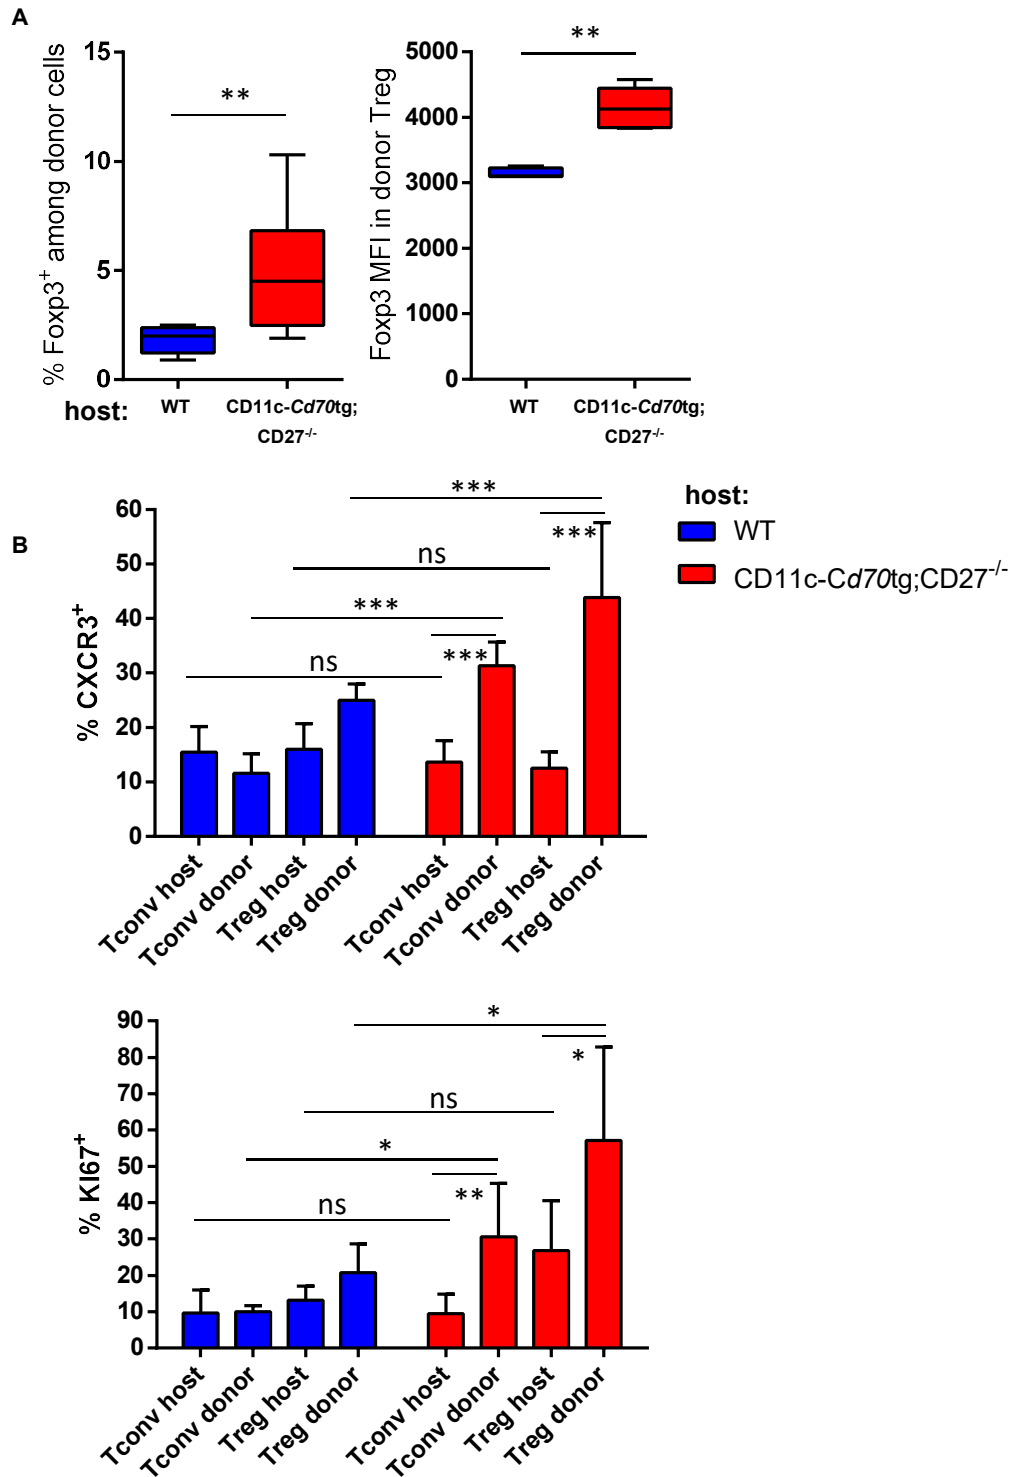

**Supplemental Figure 4 : CD27 engagement is required for T cell activation**

5 x 10<sup>6</sup> CD4<sup>+</sup> T lymphocytes purified from Foxp3eGFP CD90.1 mice were injected i.v. into CD11c-Cd70tg;CD27<sup>-/-</sup> or WT recipients. Spleen cells were analyzed *ex vivo* by flow cytometry 7 days after injection. Data show (A) the proportion of Tregs (Foxp3<sup>+</sup>) among transferred cells (CD90.1<sup>+</sup>) and the MFI of Foxp3 expression by the same cells; (B) the expression of the proliferation marker Ki67 and the chemokine receptor CXCR3 by donor and host cells. Data are representative of 2 independent experiments with 4 mice per group. A non-parametric Mann-Whitney U test was used to determine statistical differences (\*p<0.05; \*\*p<0.01; (\*\*\*)p<0.005, not significant).

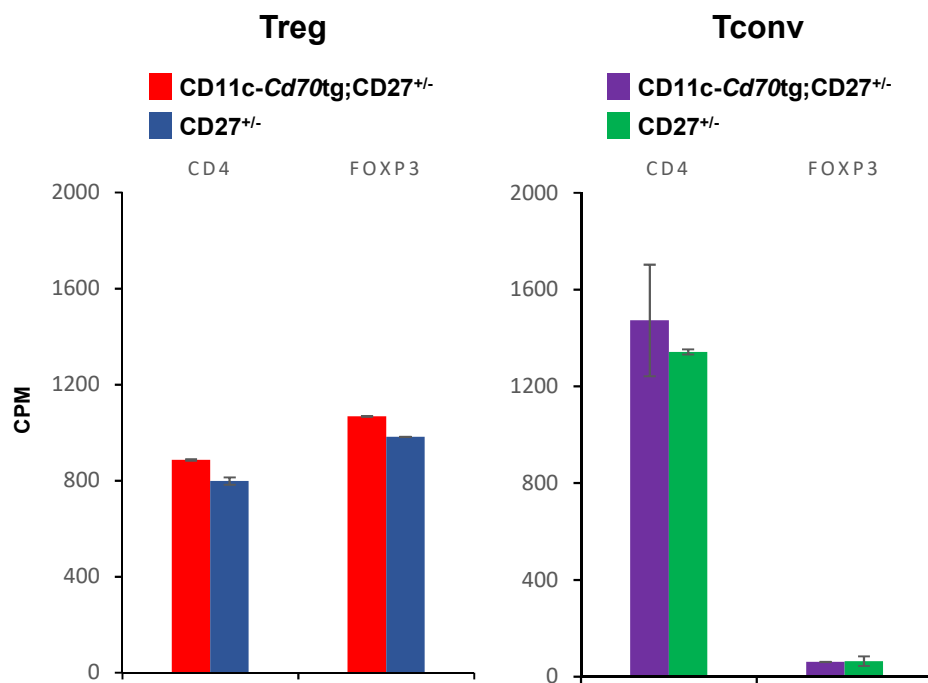

**Supplemental Figure 5 : Validation of samples RNaseq ; related to figure 6**

Expression of CD4 and Foxp3 mRNA by CD4<sup>+</sup> Foxp3<sup>-</sup> (Tconvs) and Foxp3<sup>+</sup> (Tregs)

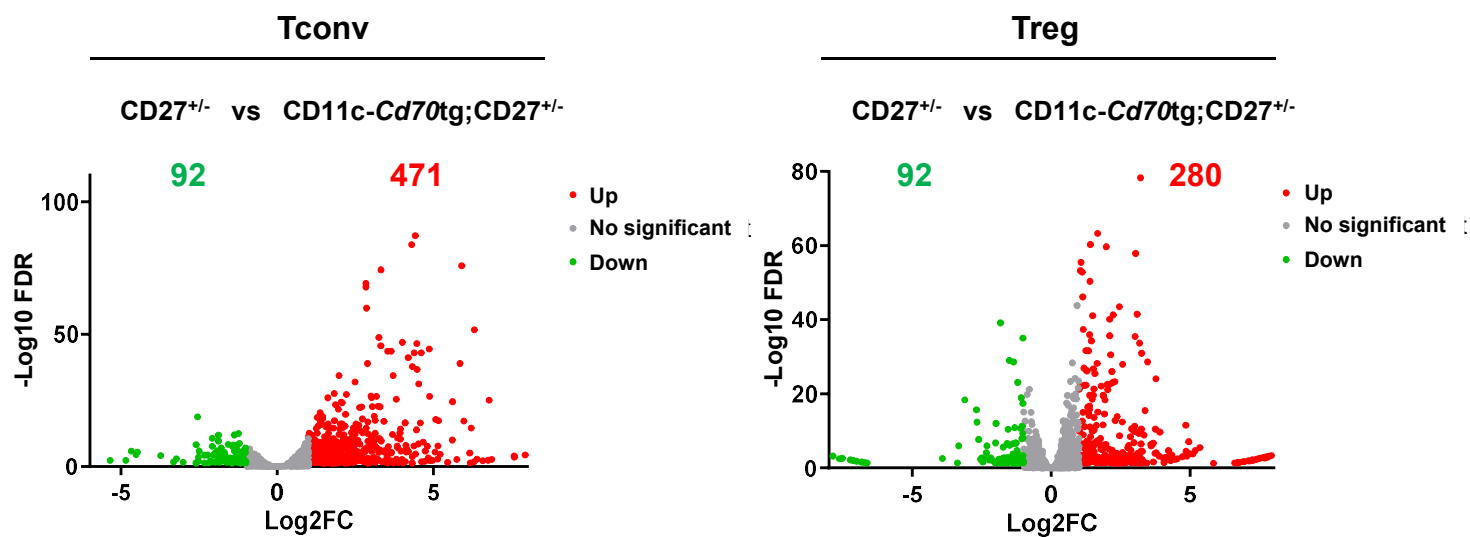

**Supplemental Figure 6 : Volcano plot analysis of differential genes profile in CD27<sup>+/-</sup> and CD11c *Cd70*tg;CD27<sup>+/-</sup> mice; related to figure 6**

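A volcano plot sets the log2 fold change of each gene against its p-value, so that genes past both thresholds lie in the upper corners. Without the threshold on the fold change, 1129 of the 12816 genes tested here had an adjusted p-value under 0.05 in Tconvs (limma) and 948 in Tregs, and the unadjusted p-value was under 0.05 for 2447 and 2772. At an adjusted p-value under 0.01 with the threshold on the fold change, 426 genes were upregulated in Tconvs, 40 downregulated in Tconvs, 186 upregulated in Tregs and 65 downregulated in Tregs. The threshold on the p-value acts on libraries of different depth, which in Tregs did not exceed 4.52 M reads on genes.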

Volcano Plot ; Tconvs : 563 were statistically differentiated ; 471 up and 92 down-regulated in Tconvs CD70tg. Tregs : 372 genes, 280 up and 92 down in Tregs CD70 tg

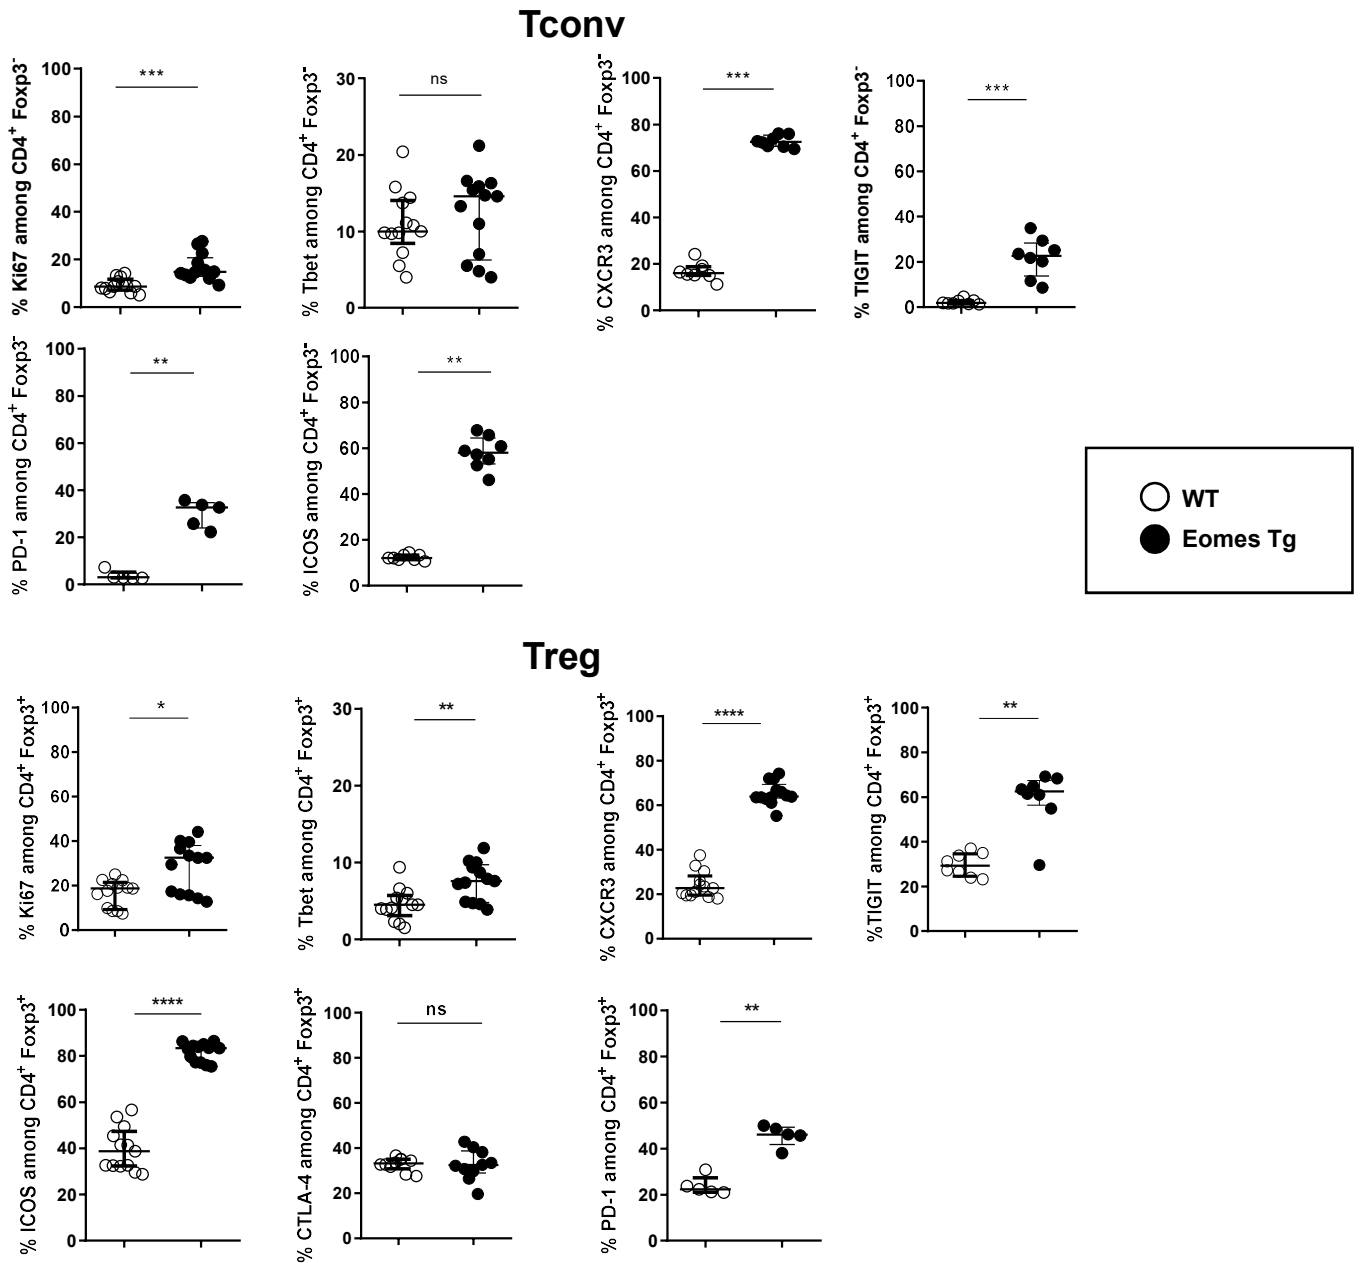

**Supplemental Figure 7 : *Eomes*<sup>Tg</sup> Tregs and Tconvs display Th1-like effector phenotype**

Spleen cells from WT C57BL/6 and *Eomes*<sup>Tg</sup> mice were isolated and stained for proliferation marker Ki67, transcription factor T-bet, chemokine receptor CXCR3 and inhibitory receptors TIGIT, ICOS, CTLA-4 and PD-1 and analyzed by flow cytometry. Proportion of CD4<sup>+</sup> Tregs (upper panels) and Tconvs (lower panels) expressing the indicated marker. A non-parametric Mann-Whitney U test was used to determine statistical differences (\* $p < 0.05$ ; \*\* $p < 0.01$ ; ns, not significant). Bars represent mean with SEM of 5-13 individual mice. Data are representative of 3 independent experiments.

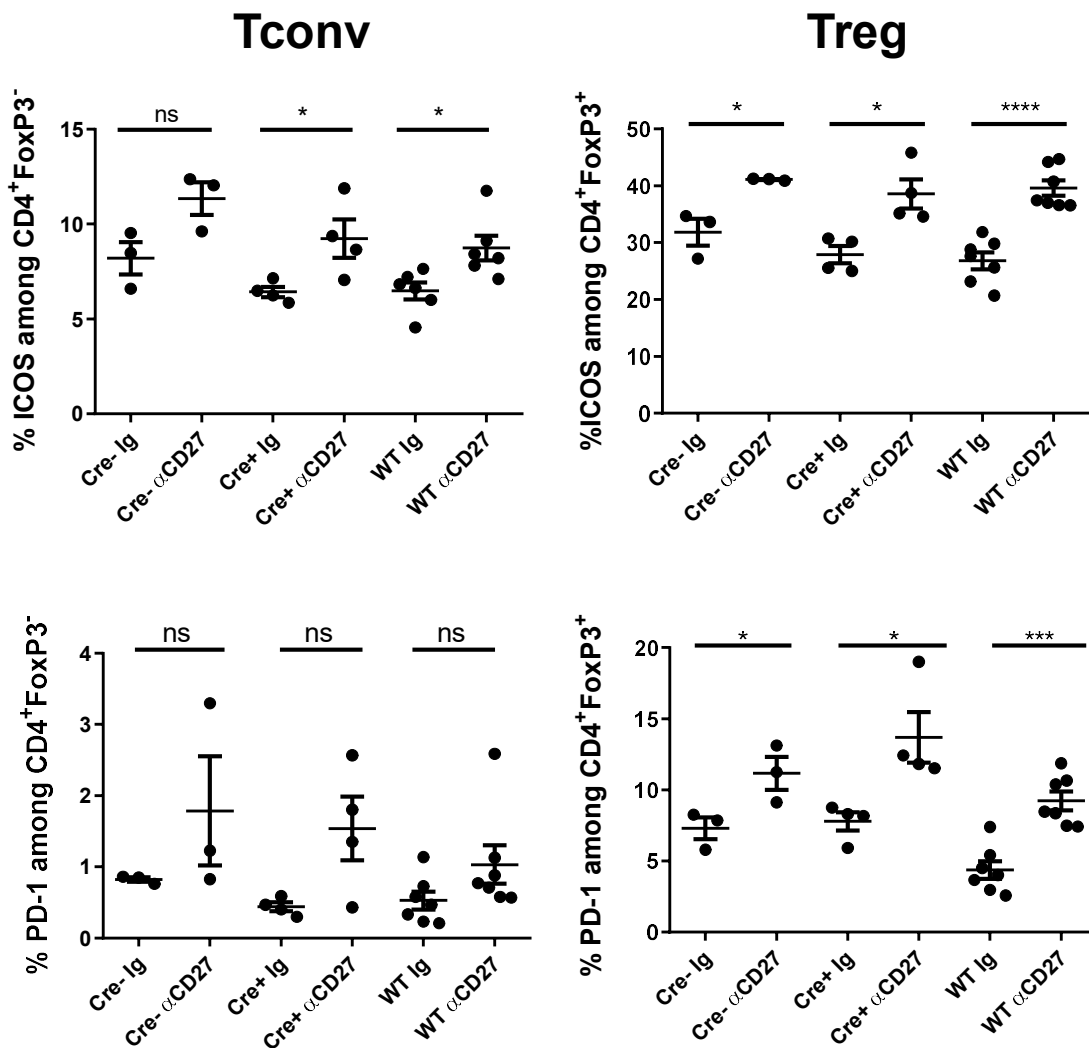

### Supplemental Figure 8 : Eomes is dispensable for the CD27-induced activation of Th1-type Tregs

Mice with loxP-flanked *Eomes* alleles were crossed onto CD4<sup>Cre</sup> mice, giving rise to the EOMES<sup>fl/fl</sup> CD4<sup>Cre</sup> mouse strain harboring a selective deletion of *Eomes* in T lymphocytes. EOMES<sup>fl/fl</sup> CD4<sup>Cre</sup>+, EOMES<sup>fl/fl</sup> CD4<sup>Cre</sup>- littermates and WT mice were injected i.p. with 100  $\mu$ g agonistic anti-CD27 mAb or control Ig (at days 0 and 3) and spleen cells were analyzed *ex vivo* by flow cytometry at day 6.

Spleen cells were stained for CD4, Foxp3, ICOS and PD-1. Singlets were selected by gating events in the diagonal of FSC-H vs FSC-A plots. The data show the proportion of CD4<sup>+</sup> Tregs and Tconvs expressing inhibitory receptors (ICOS and PD-1). Data are from 1 experiment with 3-7 mice per group. Bars represent mean with SEM. Unpaired t-test was used to determine statistical differences (\*p<0.05; \*\*\*\*p<0.0001; ns, not significant).

How the deposited data were processed for this re-analysis (not part of the article)

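RNA was sequenced from Tregs and Tconvs of CD27+/- control mice and of CD11c-*Cd70*tg;CD27+/- mice (CD70 Tg), with 2 libraries in each of the 4 groups. The score values in the deposited table were made by the authors from HTSeq counts by scaling each library to 20 M reads and rounding up to whole numbers, after trimming with Trimmomatic and mapping to mm10 with STAR. The totals of the 8 libraries lay between 19963628 and 20164600. The libraries were grouped by the column labels of the table, which name the control groups KO. The sample descriptions name these groups WT, and the paper gives CD27+/-. The columns named KO were taken as the CD27+/- controls.

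Values below 1 read cannot occur, so that the low values of a library are multiples of 1 step, which is what 1 read is worth. From the steps, the median number of reads on genes was 14.48 M in control and 20.02 M in CD70 Tg Tconvs, and 4.31 M in control and 2.78 M in CD70 Tg Tregs, with 1.90 M in the shallowest library and 33.15 M in the deepest. The step of the deepest library is under 1 and that of the first control Tconv library 1.024, so that their numbers of reads are less certain than the others. The value given by 3 reads was taken as the floor of each library. It was 3.1, 6.3, 8.6 and 1.8 in the Tconv libraries (control, control, CD70 Tg, CD70 Tg) and 14.6, 13.1, 31.3 and 16.3 in the Treg libraries in the same order. A fold change against a group with both libraries at or under the floor is given as a lower bound.

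Of the 52636 rows, the 4131 with names derived from genomic clones were left out, since their low values do not follow the step of their own library. This was chosen after the values were seen. Of these rows, 164 reach a value of 60 in 2 libraries. There were 97 names on more than one row, and the row with the largest total was given the name. This too was set after values had been seen, when *Itgam* was found to have been passed over in Figure 6B and in the list of macrophage markers because its name is on more than one row. With *Itgam* in the list, the adjusted p-value for the macrophage markers' difference between the subsets is 0.33, where it had been under 0.05 without it. Positions were taken from GENCODE M21 (GRCm38), which holds 99.6% of the gene identifiers.

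Genes with at least 60 in at least 2 libraries were kept, 12816 in all. The values were tested in R 4.3.3 with limma 3.58.1 (linear model with a trend in the prior variance) on log2(value + 5), with a coefficient for each of the 4 groups. The contrasts were CD70 Tg against control in Tregs and in Tconvs, and the difference between these. P-values were adjusted by Benjamini and Hochberg's method within each contrast, and genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. All adjusted p-values for genes are limma's. The prior degrees of freedom were 12.3. With groups of 2 libraries, no test by relabelling of samples could reach a small p-value, and none was made.

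Lists of genes were tested with camera in limma at its preset correlation between genes, which was not estimated from these data. The p-values of lists were adjusted over 18 tests in the subsets and 9 tests of the difference. These numbers follow the plan, and replaced an adjustment over all 27 tests together after the values had been seen. Enrichment scores were computed with fgsea 1.28.0, on the 12816 genes ranked by limma's moderated statistic. The genes named in the text were every gene the paper names in its text, in Figure 6B or in Supplemental Figure 5. This held for these libraries and for flow cytometry of mice of the same genotypes. The members of the gene lists were added. So were, in each subset, the 5 genes with the largest increase and the 5 with the largest decrease. These were taken from called genes whose CD70 Tg libraries lay on the same side of both control libraries. Those of Figure 6B given with values (*Col4a1*, *Col18a1*, *Cd8a*, *Ebi3*, *Jun*, *Ccr9*) were picked from it after their values were seen. Some genes that this rule covers are not reported here.

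The procedure was tested on simulated data, in which 200 of 12816 genes were changed 4-fold. It recovered 92.5% of them at the depth of the Treg libraries, with 20 false calls among 205. At the depth of the Tconv libraries it recovered 94.5%, with 2 false calls among 191. The same spread was set for all genes and libraries, so that these rates do not cover genes with a larger spread. Of 40 lists of unchanged genes, 0 had an unadjusted p-value under 0.05 with camera. Genes were simulated independently, so that these lists cannot show the effect of correlation between genes.

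The comparisons, the thresholds and most of the alternatives were set before the data were examined. The alternatives were a pseudocount of 1 or 20, no minimum value, a mean of at least 60, a value above 10 in every library, TMM factors, median-of-ratios factors, the 4 libraries of a subset alone, no threshold on the fold change, an adjusted p-value under 0.01, a ranking by log2 fold change, the *Eomes* Tg list with any fold change, principal components on all tested genes, and leaving out each library in turn. Those added after seeing the data were limma-voom on the numbers of reads, keeping the clone-named rows, keeping 1 gene of each set with identical values, and a correction for GC content and length. Count-based tests were planned and not run, because the values are rounded after scaling. A replicate block was planned. Its numbers come from the titles of the samples, which number the replicates of each group from 1 to 2, and they were given to the columns of the table by the order of columns and samples. This matching was chosen after seeing the data, as were the block with the numbers of the CD70 Tg Tconv libraries exchanged and, for the difference between the subsets, the block within each genotype. Whether libraries with the same number come from the same mice is not stated. The authors tested their counts with DESeq2.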

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

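The tests of RNA from other cells, of B cell markers and of Y chromosome genes were chosen only after the result they bear on was seen. A difference below is the log2 fold change in Tregs minus that in Tconvs. All adjusted p-values are limma's, and the ranges in brackets are over the alternative settings.

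The responses of Tregs and Tconvs differed for 131 genes, 25 with the more positive log2 fold change in Tregs and 106 in Tconvs. This split was 33 and 79 with TMM factors and 27 and 79 with median-of-ratios factors. It was 17 and 63 with the correction for GC content and length. Among the genes named by the rule for this text, the difference was 4.49 for *S100a9* (adjusted p = 0.019, range 0.0069 to 0.25), -3.10 for *Gzmb* (8.7e-04, range 0.00012 to 0.23), -1.38 for *Prdm1* (0.0044, range 0.0025 to 0.23), -1.05 for *Ctla4* (0.041, range 0.022 to 0.37), -2.11 for *Pdcd1* (0.042, range 0.02 to 0.42) and -3.72 for *Il10* (0.011, range 0.005 to 0.37). It was -3.16 for *Ccl3* (0.0097, range 0.0055 to 0.34), 4.50 for *Gda* (0.012, range 0.0021 to 0.3), 3.18 for *Eno1b* (0.0029, range 0.00097 to 0.23), -4.31 for *Havcr2* (5.7e-05, range 3.2e-05 to 0.1), -5.23 for *Adgrg1* (3.5e-05, range 1.2e-05 to 0.065) and -3.62 for *Gcg* (0.019, range 0.00067 to 0.43). *S100a9*, *Gda* and *Gcg* were at or under the floor in control Tregs, with increases there of at least 7.18-fold, 16.4-fold and 1.01-fold, so that the size of their differences depends on the pseudocount, and *Eno1b* has close copies with which reads can be shared. The top of each range is without a minimum value, or for *Gcg* at a pseudocount of 1.

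The Treg libraries are shallower than the Tconv libraries. When all libraries were thinned to the depth of the shallowest, a median of 37 genes differed over 20 draws, of which a median of 35.5 were among the 131. Thinning also lowered the number of called genes, to 458 in Tconvs and 165.5 in Tregs, so that it cannot tell whether unequal depth gave the differences that were lost. Unequal depth does not account for those that remain at equal depth. As 458 is still above 165.5, lower depth of the Treg libraries did not account for the larger number of called genes in Tconvs. With a correction for GC content and length 80 genes differed, 72 of them among the 131. With TMM factors 112 differed, 103 of them among the 131. Neither accounts for the differences that remained, and for those that were lost an effect of GC content, length or scaling is not excluded. A weaker or different response of Tregs to CD27 engagement may underlie the differences, but for those lost on thinning it cannot be told apart from the effect of depth. Of the genes listed above as changing more positively in Tconvs, all but *Gcg* had the higher mean in control Tregs. Examples are *Gzmb* (758 against 61.5) and *Prdm1* (1830 against 242). In CD70 Tg mice, Tregs had the higher mean for *Gzmb*, *Prdm1*, *Ctla4* and *Il10* and the lower for *Pdcd1*, *Ccl3*, *Havcr2*, *Adgrg1* and *Gcg*. A smaller fold change in Tregs thus need not mean a lower level.

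Markers of some other cell types were higher in CD70 Tg cells. The paper does not test these lists, although it shows some of their members in Figure 6B. In Tregs, the median log2 fold change was 1.90 for 7 markers of dendritic cells (adjusted p = 4.5e-06), 1.05 for 7 of endothelium (0.0017), 1.18 for 7 of stroma (6.6e-06) and 1.77 for 6 of erythroid cells (2.2e-05). In Tconvs, it was 0.89 for the markers of dendritic cells (0.0011) and between 0.37 and 1.42 with 1 library left out, and not past the threshold for endothelium at 0.36 (0.27), stroma at 0.38 (0.24) and erythroid cells at -0.21 (0.34), of which 0 of 6 were higher. For macrophages it was -0.28 in Tregs (0.29) and -0.06 in Tconvs (0.43), with 5 of 14 markers higher in each. The responses of these lists differed between the subsets by a median of 0.99 for dendritic cells (0.035), 0.94 for endothelium (0.02), 1.29 for stroma (7.8e-05) and 1.95 for erythroid cells (1.5e-06). The differences were also past the threshold for B cell markers, with a median of 0.49 (0.016), and for the cell cycle, with -0.47 (0.0067).

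The share of detected markers that were higher in CD70 Tg Tregs was 100.0% for dendritic cells, 85.7% for endothelium, 100.0% for stroma and 100.0% for erythroid cells, and in CD70 Tg Tconvs it was 100.0% for dendritic cells. These shares follow from the raised medians and cannot tell RNA of other cells from expression by the sorted cells. RNA from other cells in the sorted populations remains a candidate explanation. Lists of neutrophil and platelet markers were also written but had too few tested genes, so that RNA from these cells was not tested. The markers of dendritic cells include MHC class II genes, which B cells share. The median of the B cell markers was 0.37 in Tregs and -0.38 in Tconvs, neither past the threshold. In Tregs it was past it without a minimum value, at 0.51 (adjusted p = 0.015), and with a value above 10 in every library, at 0.56 (0.0038, range 0.0038 to 0.17), and *Igkc* rose by 2.18 in Tregs, as it did by 2.28 in Tconvs, so that RNA from B cells is not excluded in Tregs. In Tconvs, 2 of the 7 markers were higher. The median there was lower past the threshold without a minimum value, at -0.80 (0.00019), and with the 4 libraries of the subset (0.03). It was also so with limma-voom, chosen after seeing the data (0.046, range 0.00019 to 0.21). The B cell markers as a list thus go against B cells as the source in Tconvs. *Igkj1* (3.07) and *Igkj5* (1.62) rose there as *Igkc* did, however. The list cannot exclude cells with immunoglobulin RNA but little RNA of these markers. Whether Tregs themselves express these genes was not tested, and *Col4a1* and *Col18a1*, shown by the paper in its cluster 1, are members of the stromal list.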

How the results depend on the processing

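The tests behind this part were all set in advance except limma-voom on the numbers of reads, the clone-named rows kept, 1 gene of each identical set, the correction for GC content and length, the crossed and within-genotype replicate blocks and the matching of replicate numbers to columns by order, which were chosen after seeing the data. The planned count-based tests were not run. The cause of the changes below was not tested.

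The enrichment scores kept their direction and side of the threshold under every alternative run. They ranged from 3.47 to 4.31 and from -3.32 to -2.61 for the genes up- and downregulated in Tconvs, and from 2.97 to 3.72 and from -2.97 to -2.36 for those of the *Eomes* Tg list. The changes of *Eomes* ranged from 3.88 to 4.15 in Tregs and from 3.27 to 3.35 in Tconvs.

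Without a minimum value, 26467 genes were tested, and the prior degrees of freedom fell to 3.4. There were then 150 genes upregulated and 52 downregulated in Tregs, 259 and 24 in Tconvs, and 86, 64, 195, 49, 3 and 21 genes in clusters 1 to 6, with 345 upregulated in either subset. The shared share was 42.7%, 0 genes differed between the subsets (2249 at an unadjusted p-value under 0.05), and the correlations of the fold changes were 0.33 (Pearson) and 0.22 (Spearman). Of the genes called in Tregs 134, and in Tconvs 269, were shared with those called at the minimum of 60. The B cell list passed the threshold, with a median of 0.51 in Tregs (adjusted p = 0.015, range 0.0038 to 0.17) and -0.80 in Tconvs (0.00019, range 0.00019 to 0.21).

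With a mean of at least 60, cluster 1 held 90 genes and the shared share was 62.3%. With a value above 10 in every library, the Pearson correlation was 0.51 and the B cell list in Tregs had a median of 0.56 (adjusted p = 0.0038). With a pseudocount of 20, the shared share was 47.4%, and the difference between the subsets reversed for *Gzmk* (-0.37 against 0.17), *Gm5815* (-0.48 against 0.14) and *Klrb1c* (0.78 against -0.12), the last 2 at or under the floor in CD70 Tg Tregs. With TMM factors it reversed for *Cd4* (0.07) and *Il2ra* (0.09), and with the median of ratios for the same genes (0.06 and 0.07), from values close to 0. With the 4 libraries of the subset, the B cell list in Tconvs passed the threshold at an unchanged median of -0.38 (adjusted p = 0.03, range 0.00019 to 0.21).

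With limma-voom on the numbers of reads, chosen after seeing the data, 138 genes were upregulated and 35 downregulated in Tregs and 705 up- and 159 downregulated in Tconvs, and clusters 1 to 6 held 42, 96, 609, 21, 14 and 145 genes. The shared share was 69.6% and 63 genes differed, all of them among the 131. The list of B cells in Tconvs was at -0.21 (adjusted p = 0.046, range 0.00019 to 0.21), and that of macrophages in Tconvs reversed to 0.18. *Zeb2* in Tregs (-0.02), *Foxp3* in Tconvs (0.04), *Xist* in Tconvs (-0.03) and the differences of *Gm30211* (-0.11), *Fcmr* (0.11) and *Klrb1c* (0.03) reversed. With the correction for GC content and length, 80 genes differed, and *Pdcd1* in Tregs (-0.05) and the differences of *Cd27* (-0.01) and *Il2ra* (0.10) reversed.

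Without the threshold on the fold change, 505 genes were up- and 443 downregulated in Tregs, 874 and 255 in Tconvs, clusters 2 to 6 held 295, 579, 354, 89 and 166 genes, and 1084 were upregulated in either subset. At an adjusted p-value under 0.01, 186 and 65 genes were called in Tregs and 426 and 40 in Tconvs, clusters 1, 2, 4, 5 and 6 held 74, 112, 51, 14 and 26 genes, the shared share was 60.2% and 48 genes differed. On all tested genes, the first principal components held 66.4% and 18.1% of the variance. For single genes, 87 results in all were weaker and 36 stronger across the alternatives, and 1814 were the same.

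With the replicate block, numbers matched by order, 324 genes were up- and 143 downregulated in Tregs and 527 and 78 in Tconvs, clusters 1 to 6 held 146, 178, 349, 113, 30 and 48 genes, the shared share was 54.9%, and 140 genes differed, 128 of them among the 131. The enrichment scores were 4.25, -3.16, 3.64 and -2.70. Same-numbered libraries deviated from their group means with Pearson correlations across genes of -0.11 between control and CD70 Tg Tconvs, -0.06 between control and CD70 Tg Tregs, 0.08 between Tconvs and Tregs of controls and 0.09 between those of CD70 Tg mice. With the numbers of the CD70 Tg Tconv libraries exchanged, the counts were 315 and 137 in Tregs and 520 and 75 in Tconvs, the clusters 141, 174, 346, 108, 29 and 46, the share 55.2%, 132 genes differed and the scores were 4.25, -3.11, 3.63 and -2.71. With a block within each genotype, 157 differed. Fold changes are the same under each block. The difference of *Tigit* passed the threshold under all 3 (adjusted p = 0.041, 0.034 and 0.039, range 0.034 to 0.46), that of *Slc7a10* under the first and last (0.034 and 0.039, range 0.015 to 0.5), and that of *Ifng* under the last (0.024, range 0.024 to 0.66). In Tconvs, *Tbx21* had an adjusted p-value of 0.044 with the exchanged numbers (range 0.033 to 0.48).

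Across the fits that each left out one library, the first component held from 70.0% to 77.3% and the second from 15.8% to 24.0%, the Pearson correlation went from 0.51 to 0.58 and the Spearman correlation from 0.33 to 0.46. The medians in Tregs went from 0.62 to 0.73 for the IFN-γ list, from 0.82 to 1.09 for cytotoxicity, from 1.42 to 2.23 for dendritic cells, from 1.11 to 2.51 for erythroid cells, from 0.41 to 0.60 for the cell cycle, from 0.74 to 1.63 for stroma, from 0.71 to 1.63 for endothelium, from 0.25 to 0.66 for B cells and from -0.45 to -0.21 for macrophages. In Tconvs they went from 0.49 to 1.54 for the cell cycle, from 0.37 to 1.42 for dendritic cells, from 0.87 to 1.06 for the IFN-γ list, from 0.73 to 1.07 for cytotoxicity, from 0.21 to 0.50 for endothelium, from -0.64 to -0.26 for B cells, from 0.24 to 0.51 for stroma, from -0.36 to 0.21 for macrophages and from -0.52 to 0.12 for erythroid cells. Among genes, the sign changed within the range in Tregs for *Zeb2* (-0.52 to 0.77), *Pdcd1* (-0.02 to 0.05), *Xist* (-0.42 to 0.09) and *Ccr9* (-0.42 to 0.02), and in Tconvs for *Gda* (-0.26 to 0.74), *Slc7a10* (-0.65 to 0.35), *S100a9* (-1.29 to 0.09), *Foxp3* (-0.29 to 0.24) and *Xist* (-0.42 to 0.72).

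Thinned to the depth of the shallowest library, the medians over 20 draws were 128.5 genes upregulated and 37.5 downregulated in Tregs, and 403 and 54 in Tconvs.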

Differences from the paper's values

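For the genes upregulated in CD70 Tg Tconvs, the normalized enrichment score in Tregs was 4.26 against the paper's score of about 3.2 in Fig. 6C, read by eye, and none of the alternatives set before the data were examined closed the gap. For the downregulated genes it was -3.17 against the paper's score of about -3 in Fig. 6C, read by eye. The gap closed with a mean of at least 60, at -3.04, and did not under the other alternatives set then. It also closed with limma-voom on the numbers of reads (-3.04) and the correction for GC content and length, both chosen after seeing the values. For the genes higher in *Eomes* Tg Tregs, the score was 3.61 against the paper's score of about 2.8 in Fig. 7A, and for those lower in them -2.71 against about -2.3, both read by eye. None of the alternatives set before the data were examined closed either gap. The *Eomes* Tg list used here ends at an adjusted p-value of 0.0033 in the paper's supplementary table, so its sets may be shorter than the paper's. No alternative tested whether this gives the gaps.

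Cluster 6 held 45 genes against the paper's 72 in its supplementary table. The count came closest with the 4 libraries of the subset (67). The gap narrowed but did not close with TMM factors (59), the median of ratios (54), a pseudocount of 1 (50) and the replicate block (48), whose numbers were matched by order after seeing the values, and did not narrow under the other alternatives set before the data were examined. The log2 fold change of *S100a9* in Tregs was 3.88 against the paper's 5.34. Control Tregs are at or under the floor, so that 3.88 depends on the pseudocount and only an increase of at least 7.18-fold is measured. That of *Il17rb* in Tconvs was -2.41 against the paper's -3.26. With a pseudocount of 1 they were 5.36 and -3.04, which for *S100a9* follows from the pseudocount, and the other alternatives set before the data were examined did not close these gaps.

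The paper places *Tbx21* among the genes upregulated in both subsets. Here it was called in Tregs only, with 0.97 in Tconvs (adjusted p = 0.066, limma). It was called in Tconvs with limma-voom, chosen after seeing the values, at 1.15 (adjusted p = 0.033) but then not in Tregs, and under no setting in both. The paper places *Zeb2* among genes upregulated in Tconvs. Here it was not called, at 1.55 (adjusted p = 0.051), and was called with a pseudocount of 20, with a value above 10 in every library, with the 4 libraries of the subset, and with limma-voom and the replicate block with the numbers of the CD70 Tg Tconv libraries exchanged, the last 2 chosen after seeing the values. Over the alternatives its adjusted p-value ranged from 0.0091 to 0.33. *Ebi3* is shown by the paper in the cluster of both subsets and was called here in Tconvs only, with 1.37 in Tregs (adjusted p = 0.055, range 0.0021 to 0.21 over the alternatives). It was called in both with a pseudocount of 20, TMM factors, the 4 libraries of the subset and the replicate block. *Jun* is shown for Tconvs only and was called here in both, with 1.33 in Tregs (adjusted p = 0.048). It was called in Tconvs only with a pseudocount of 1, a mean of at least 60, TMM factors, the median of ratios and an adjusted p-value under 0.01, and with limma-voom, the clone-named rows kept, the GC and length correction and the replicate block with exchanged numbers, these last chosen after seeing the values.

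*Ccr9* is shown as downregulated in Tconvs and was here at -0.91 (adjusted p = 0.019), called without the threshold on the fold change. *S100a8*, named by the paper for Tregs, was below the minimum for testing and was called in Tregs without a minimum value, at 3.28 (adjusted p = 0.042). *Cd63* and *Cxcl12*, also shown for Tregs, were below the minimum and not called without it, at 1.79 (adjusted p = 0.085) and 2.33 (adjusted p = 0.071), with control Tregs at or under the floor for *Cxcl12*.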

Other observations

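The tests of Y chromosome genes and of the groups of near genes in this part were chosen only after the result they bear on was seen.

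The rows with names derived from genomic clones have low values that in 6 of the 8 columns follow the step of the next library in the table. In another both steps are under 1, and in the last column the step of 6.859 is that of no library here. Of the genes the paper's supplementary table calls, 10 of 583 in Tregs and 8 of 638 in Tconvs are such rows. If the values belonged to the next library as a whole, ratios taken 1 column to the left would follow the authors' log2 fold changes. Their Pearson correlation across 48 rows was -0.84, against 0.89 as labelled, but the authors' fold changes would carry the same labels, so that this cannot tell where the reads come from. In the 4th column, labelled CD70 Tg Tconvs, the 164 rows past the minimum had a mean correlation of 0.93 with the columns labelled Treg. A shift of the reads of these rows by 1 library is therefore a candidate explanation, and they were left out.

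There were 9 sets of tested genes with identical values in all 8 libraries. The genes overlap on the genome in 88.9% of the sets, which may come from reads counted on each of the overlapping genes, but *1700047I17Rik2* and *Fam177a* do not overlap, and the cause cannot be told. *Itgam* shares its name with a second row, and 68.7% of its exon length with *Gm49368*. It changed by 1.13 in Tregs (adjusted p = 0.013, limma) and -0.95 in Tconvs (adjusted p = 0.027), with a difference of 2.09 (adjusted p = 0.0087), and is named here after its values were seen.

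*Xist* had a mean of 8540 in Treg and 1150 in Tconv libraries. The mean of 4 Y chromosome genes was 0.44 in the Tconv and 6.94 in the Treg libraries, so that male cells in the Tconv libraries do not account for it. Of 9 other nuclear RNAs, all 9 were higher in Tregs, with a median log2 difference of 1.21. More nuclear RNA in the Treg libraries remains a candidate explanation, and no biological explanation was tested.

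Of the 174 genes upregulated in both subsets, 48.3% lie within 1 Mb of another, against a median of 25.3% for random lists of tested genes, and 0 of 10000 such lists reached that share. Of the 29 downregulated in both, 20.7% do, against a median of 6.9%, and 334 of 10000 lists reached that share. The 84 near genes among the upregulated lie in 33 groups on 16 chromosomes, the largest of 7 genes, and the 6 among the downregulated in 3 groups, so that a single genomic segment that differs between the mouse lines does not account for the shares. Neighbours such as *Ccl3* and *Ccl4* are related genes, and 35 of the 84 and 6 of the 6 overlap another gene. *Eno1b* and *Gm5815* were among the largest decreases in both subsets.

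The proteins of 15 tested genes, surface and intracellular, were measured by flow cytometry in mice of the same genotypes. Of these genes, 5 had an adjusted p-value under 0.05 in Tregs and 8 in Tconvs (limma). *Pdcd1* changed by 0.01 in Tregs and 2.13 in Tconvs, *Ctla4* by -0.28 and 0.78, *Icos* by -0.35 and 0.45, and *Mki67* by 0.73 and 1.43. *Cd44* changed by -0.44 in Tregs (adjusted p = 0.031, limma, range 0.0041 to 0.13 over the alternatives). The paper reports higher ICOS, CTLA-4 and PD-1 protein in both subsets, and a larger proportion of CD44+ CD62L- Tregs. RNA values and proportions of stained cells are unlike measures. *Cd8a* rose from 48 ± 32.5 to 242 ± 27.6 in Tregs and from 22.5 ± 7.78 to 558 ± 70.7 in Tconvs (SD, n = 2 each), by 2.37 (adjusted p = 0.0012, range 0.00044 to 0.057 over the alternatives) and 4.38 (adjusted p = 9.8e-07). *Cd8b1* changed by 0.34 in Tregs (adjusted p = 0.26) and by 0.58 in Tconvs (adjusted p = 0.038).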
